# Inhibition of colony stimulating factor 1 receptor corrects maternal inflammation-induced microglial and synaptic dysfunction and behavioral abnormalities

**DOI:** 10.1038/s41380-020-0671-2

**Published:** 2020-02-18

**Authors:** Seiko Ikezu, Hana Yeh, Jean-Christophe Delpech, Maya E. Woodbury, Alicia A. Van Enoo, Zhi Ruan, Sudhir Sivakumaran, Yang You, Carl Holland, Teresa Guillamon-Vivancos, Asuka Yoshii-Kitahara, Mina B. Botros, Charlotte Madore, Pin-Hao Chao, Ankita Desani, Solaiappan Manimaran, Srinidhi Venkatesan Kalavai, W. Evan Johnson, Oleg Butovsky, Maria Medalla, Jennifer I. Luebke, Tsuneya Ikezu

**Keywords:** Neuroscience, Molecular biology, Autism spectrum disorders

## Abstract

Maternal immune activation (MIA) disrupts the central innate immune system during a critical neurodevelopmental period. Microglia are primary innate immune cells in the brain although their direct influence on the MIA phenotype is largely unknown. Here we show that MIA alters microglial gene expression with upregulation of cellular protrusion/neuritogenic pathways, concurrently causing repetitive behavior, social deficits, and synaptic dysfunction to layer V intrinsically bursting pyramidal neurons in the prefrontal cortex of mice. MIA increases plastic dendritic spines of the intrinsically bursting neurons and their interaction with hyper-ramified microglia. Treating MIA offspring by colony stimulating factor 1 receptor inhibitors induces depletion and repopulation of microglia, and corrects protein expression of the newly identified MIA-associated neuritogenic molecules in microglia, which coalesces with correction of MIA-associated synaptic, neurophysiological, and behavioral abnormalities. Our study demonstrates that maternal immune insults perturb microglial phenotypes and influence neuronal functions throughout adulthood, and reveals a potent effect of colony stimulating factor 1 receptor inhibitors on the correction of MIA-associated microglial, synaptic, and neurobehavioral dysfunctions.

## Introduction

Viral or bacterial infection during the first trimester of pregnancy has been associated with a higher incidence of neurodevelopmental disorders [1, 2]. Animal models of maternal immune activation (MIA) have been widely studied to understand their underlying pathogenesis. MIA is commonly induced in pregnant rodents by the viral mimetic Toll-like receptor 3 agonist polyinosinic:polycytidylic acid [poly(I:C)] [3]. MIA offspring exhibit long-lasting behavioral abnormalities, such as increased repetitive behavior as well as impaired social interaction and communication [3]. Interestingly, MIA offspring also display altered cytokines in the brain including the frontal cortex and hippocampus from birth through adulthood [4], suggesting that chronic neuroimmune modulation may play a role in mediating the deleterious effect of prenatal immune challenge on neurodevelopment. Microglia, the primary innate immune cells in the central nervous system, could mediate the MIA phenotype. They are the first immune responders in the brain and support synaptic maturation and circuit formation during critical developmental periods [5–7]. Upon exposure to immune stimuli from infection or injury, microglia are known to adapt their activities to resolve pathological events and maintain brain homeostasis. Impaired restoration of microglial homeostatic phenotype can lead to long-lasting modifications of brain function [8]. Indeed, microglia retain an MIA-induced phenotype after the initial immune challenge, as manifested by altered microglial morphology, gene, and protein expression [8–13]. Microglial transcriptome analyses revealed that poly(I:C) injected MIA offspring showed shifting of early microglia to more developmental stage at P1 [10] or reduced expression of sensome molecules related to phagocytosis at P120, which was prevented by the administration of minocycline, an anti-inflammatory drug [13]. Those results indicate that early immune insults may change the course of microglial development and phenotype, thereby dysregulate their physiological function to support neuronal development and plasticity. However, the exact mechanisms of how perturbed microglia interfere with neuronal circuits and induce behavioral abnormalities in adult MIA offspring remain unclear. To elucidate the microglial contribution to MIA phenotype at adulthood, we examined the effect of microglial depletion. Microglial depletion has been accomplished through genetic methods or by injection of clodronate liposomes or pharmacological inhibitors of colony stimulating factor-1 receptor (CSF1R) [6, 14, 15]. CSF1R is exclusively expressed by microglia in the brain, and its inhibition efficiently depletes microglia with minimal effects on neurons, astrocytes, or peripheral immune populations [15]. Recent studies suggest that depleting microglia by CSF1R inhibition induce local repopulation from self-renewed microglia [16, 17] and those replenished microglia may reverse aging and inflammation-induced neuropathology with a healthier population [18]. Here we report that administration of CSF1R inhibitor followed by microglial repopulation reversed MIA-induced abnormal behavior in the offspring. CSF1R inhibitor treatment corrected microglial phenotypic changes and aberrant interactions with neurons, accompanied by normalized synaptic properties and spine morphologies.

## Results

### Microglial repopulation corrects repetitive behavior and social deficits in MIA offspring

First, we asked whether repopulating microglia following the depletion by a CSF1R inhibitor would correct abnormal behaviors in MIA offspring [14, 15]. MIA was induced by the injection to pregnant C57BL6/J mice of 20 mg/kg poly(I:C) (“MIA”) or saline (“Saline”) on embryonic day 9.5 (E9.5), which corresponds to the beginning of microglial migration from the yolk sac into the brain in mice [19] and to the first trimester in humans [20]. The control chow treatment groups (“CTRL”) were fed with a control chow from P21–68. The microglial repopulation treatment groups (“MG-REP”) were fed chow containing a CSF1R inhibitor (PLX5622, “PLX”) from P21–42, followed by control chow from P42–68 (Fig. 1a). In order to determine the effect of PLX on microglia, we evaluated microglial number of male offspring by immunohistochemistry against phagocyte marker ionized calcium biding adapter molecule 1 (IBA1) in the medial prefrontal cortex (mPFC), the area implicated in aberrant neuronal circuitry and synchrony in MIA [21] (Fig. 1b). After 3 weeks of CTRL or PLX diet at P42, we found complete microglial depletion by PLX treatment in both Saline (99.8%) and MIA (99.9%) offspring and their recovery at P60, 18 days after PLX treatment (Fig. 1b, c). MIA increased microglial density in the mPFC compared with CTRL offspring at P42, which was not observed at P60 (Fig. 1c), suggesting the transient increase of microglia by MIA, which is in line with the previous studies [22, 23].

**Fig. 1:**
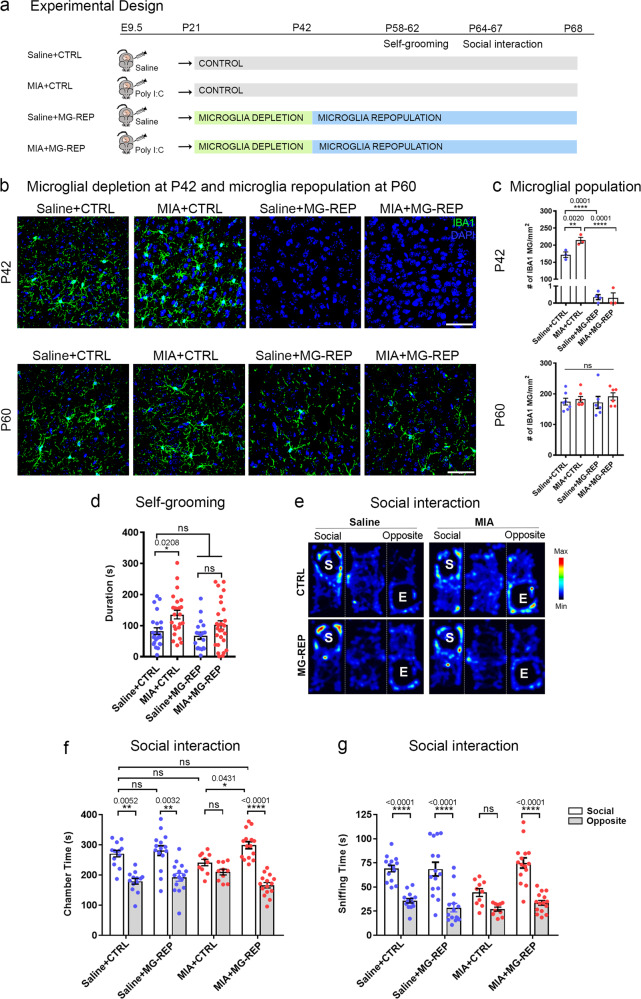
Microglia depletion and repopulation corrects repetitive behavior and social deficits in MIA offspring. **a** Timeline of drug treatment and behavioral testing. **b** Immunostaining of Saline + CTRL, MIA + CTRL, Saline + MG-REP and MIA + MG-REP animals at P42, after 3 weeks of PLX, and P60 after 18 days for repopulation, in the medial prefrontal cortex (mPFC), with antibodies against IBA1 (green) and DAPI (blue). Scale bar = 10 μm. **c** Quantification of IBA1^+^ cells in the mPFC showing complete microglial depletion by CSF1R inhibitor treatment and full recovery of microglia at P60. *n* *=* (3/2, 3/2, 4/2, 3/2) for male mice/litters per group P42 and *n* = (7/5, 7/5, 6/5, 6/3) male mice/litters per group for p60 (Saline + CTRL, MIA + CTRL, Saline + PLX and MIA + PLX). There was a main effect of prenatal treatment *F*(1,9) = 16.81, *p* = 0.0027 as well as main effect of drug treatment *F*(1,9) = 1486 *p* < 0.0001 and interaction effect *F*(1,9) = 16.31, *p* = 0.0029, at P42. **d** MIA male offspring show repetitive behavior deficits as shown in increased time spent grooming. Prenatal treatment effect, *F*(1,90) = 11.62, *P* = 0.0010, Drug effect, *F*(1,90) = 3.525, *p* = 0.0637, Interaction effect, *F*(1,90) = 0.5208, *p* = 0.4724, *n* *=* (23/9, 24/9, 19/11, 28/7) male mice/litters for (Saline + CTRL, MIA + CTRL, Saline + MG-REP, MIA + MG-REP). **e**–**g** Corrected social behavior in MIA male offspring by MG-REP: **e** Representative heatmaps of Three Chamber Social Interaction Test, “S”: tube containing social mouse, “E”: empty tube. **f** Difference in duration of time spent in “social” versus “opposite” chambers in saline offspring (left) and MIA offspring (right). Prenatal treatment effect, *F*(1,49) = 0.1947, *P* = 0.6610, Drug effect, *F*(1,49) = 5.289, *p* = 0.0258, chamber effect, *F*(1,49) = 57.20, *p* < 0.0001, Interaction effect, *F*(1,49) = 5.296, *p* = 0.0257. **g** Difference in duration of time spent sniffing the “social” versus empty “opposite” cylinders in saline offspring (left) and MIA offspring (right). Prenatal treatment effect, *F*(1,50) = 3.632, *P* = 0.0624, Drug effect, *F*(1,50) = 6.354, *p* = 0.0149, chamber effect, *F*(1,50) = 87.69, *p* < 0.0001, Interaction effect, *F*(1,50) = 1.544, *p* = 0.2198. *n* *=* (15/5, 15/9, 12/5, 15/4) male mice/litters for (Saline + CTRL, Saline + MG-REP, MIA + CTRL, MIA + MG-REP), *p < 0.05; **p < 0.01; ****p < 0.0001, ns denotes no significance; determined by 3-way ANOVA (alpha = 0.05) and Sidak post-hoc. Graphs indicate mean ± s.e.m.

MIA offspring display abnormal vocal communication, social interaction and repetitive behaviors [3, 24]. We first examined their repetitive behaviors with male offspring by the self-grooming test at P58-62 [3]. We found significant increase in the total self-grooming time between Saline + CTRL and MIA + CTRL, which was diminished by PLX treatment. There was no siginifcant difference in duration time per bout in any of the groups (Fig. 1d and Supplementary Fig. 1a).

Next, we performed the three-chamber test with male offspring in adulthood at P64–67 to assess MIA effect on sociability and measured the total time spent in the social versus opposite empty chamber (Fig. 1e–g). Saline + CTRL offspring showed significant social preference, whereas MIA + CTRL offspring displayed a reduction of social preference. Strikingly, MIA + MG-REP offspring spent significantly more time in the social chamber than in the opposite chamber, and significantly more time in the social chamber compared with MIA + CTRL offspring, indicating that the reduction of social preference observed in MIA + CTRL offspring was corrected by PLX treatment (Fig. 1f). We found consistent results by measuring sniffing time with the social mouse cylinder (S) compared with the empty cylinder (E), confirming the treatment effect of PLX on social preference (Fig. 1g). There was no significant difference in the center time and overall distance traveled between the groups (Supplementary Fig. 1b, c). In addition, we recorded ultrasonic vocalizations (USV) with male offspring to assess changes in communication by MIA. However, the adult social deficit may occur through a non-vocal mechanism, since we did not find any significant difference in the total number of calls among the four groups at this age (Supplementary Fig. 1d). Taken together, these results demonstrate that MIA offspring show enhanced repetitive behaviors, reduced social preference, and that PLX treatment may rescue MIA-induced behavioral abnormalities.

### Microglial transcriptome reveals novel MIA and repopulation modules and their overlap with ASD risk genes

Microglia are not only immune surveyors, but also play critical roles in synapse formation [6] and neuronal connectivity [6]. They maintain homeostatic and immunological functions through control of sensome and immune signaling, which are regulated by transcriptional networks [10].

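RNA was sequenced from the microglia of 10 groups with 3 libraries each. The dams had received saline or poly(I:C), a synthetic double-stranded RNA that sets off an antiviral immune response. Their offspring were taken at 4 ages, and the P60 offspring of both kinds of dam came either from control chow (CTRL) or from chow with PLX5622, a CSF1R inhibitor that depletes microglia, followed by control chow until the microglia had repopulated the brain (MG-REP). A library held the microglia of 1 litter at E17, of 3 pooled brains at P7 and of 1 brain at P20 and P60. The authors made non-stranded libraries of poly(A) RNA, aligned the reads to the mm10 mouse genome with Rsubread and counted them with featureCounts on the UCSC annotation. They retained genes with a CPM of at least 2 in at least 3 of the 30 libraries. The deposited values are TPM, a length-scaled measure of transcript abundance, for 14225 transcripts, each listed by its RefSeq identifier, and the paper's text does not name the formula behind them. Genes that share reads with a near-identical copy, or that overlap on opposite strands, are uncertain under this counting.
The TPM of a library summed to between 995495 and 998012. Multiplied by transcript length, the TPM of weakly expressed transcripts rose in even steps, and between 69.4% and 76.9% of them lay within 0.2 of a whole read, against 40% by chance. From the size of a step, between 7990000 and 12790000 reads per library were counted, with a median of 10425000. The group medians were 11990000 in E17 Saline, 11890000 in E17 MIA, 11400000 in P7 Saline, 9990000 in P7 MIA, 9580000 in P20 Saline and 10510000 in P20 MIA. At P60 they were 9910000 in Saline + CTRL, 9720000 in MIA + CTRL, 9360000 in Saline + MG-REP and 10800000 in MIA + MG-REP. The TPM rest on these counted reads, not on the larger number of sequenced reads per sample that the paper states. A single read was worth 0.211 to 0.354 TPM on a transcript of 1 kb, so values under about 1 TPM rest on a few reads.
From there, log2(TPM + 1) was compared between groups by limma's moderated test with a mean-variance trend, two-sided, in 1 fit of all 30 libraries. P-values were adjusted by the Benjamini-Hochberg method over the 14225 transcripts, which are called genes below. Lists of genes were compared by the two-sided rotation test fry of limma, adjusted over 13 comparisons of lists. Single values were compared by two-sided exact permutation tests, and 3 libraries against 3 allow no p below 0.1.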

To determine the transcriptomic changes underlying the MIA microglia phenotype and their reversal by PLX, we performed RNA-sequencing of magnetic CD11B beads-isolated microglia from the whole brain in Saline and MIA male and female offspring at E17, P7, P20, and P60, as well as from MG-REP male and female offspring at P60. 

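Purity was computed from the TPM of the 25 marker genes that the paper's methods name, 5 for each of 5 cell types. *Dcx*, *Reln*, *Pecam1* and *Tek* have no value in the table, so neurons and endothelial cells were each measured by the other 3 markers. Microglial markers made up 97.4% ± 1.87 (SD, n = 30 libraries) of the TPM of all markers, with single libraries from 91.0% to 99.3%. The share was lowest in P20 Saline, at 94.3% ± 2.82 (SD, n = 3), where oligodendrocyte markers made up 4.98%. P20 MIA had 96.4% ± 0.848 (SD, n = 3). At E17 the microglial share was 98.9% ± 0.471 (SD, n = 3) in Saline and 97.2% ± 2.98 (SD, n = 3) in MIA. Neuronal markers made up 5.41% in E17 MIA library 1, against 0.511% and 0.633% in E17 MIA libraries 2 and 3. With the median over the markers of a cell type in place of their sum, the mean share of microglial markers was 98.99%.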

In order to verify the purity of RNA-seq across ages and conditions, we assessed expression of cell-type specific markers (derived from Barres dataset of mouse neurons, astrocytes, oligodendrocytes, endothelial cells, and microglia) [25], which demonstrate an average of 98% purity, in agreement with the purity calculated from Zhang et al. (97.8%) [25] and a FACS purified microglia RNA-seq database (98%) [26]. Since RNA-sequencing samples were from both genders, we evaluated sex as possible confounding effects. Based on this analysis and our balanced experimental design, we concluded that there was no evidence that this variable modified the effect of treatment or any of our downstream conclusions. 

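*Xist*, the long non-coding RNA that coats the inactive X chromosome of female cells, and 4 genes of the Y chromosome (*Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*) give the sex mixture of each library. In GRCm38.p6, *Xist* (NR_001463) lies on chromosome X from 103460373 to 103483233 and *Ddx3y* (NM_012008) on chromosome Y from 1260715 to 1286628. The 6 E17 libraries each held both, with 102 to 127 TPM of *Xist* and 180.3 to 258 TPM of the 4 Y genes together. So did 5 of the 6 P7 libraries, while P7 MIA library 2 held 222 TPM of *Xist* and 0.1 TPM of the Y genes.
Among the 18 libraries of 1 brain, 14 had over 50 TPM of *Xist* with under 5 TPM of the Y genes, and 4 had the converse. The 6 P20 libraries were among the 14, with 172 to 193 TPM of *Xist*, as were the 6 MG-REP libraries, with 159 to 174 TPM. Saline + CTRL library 1 and MIA + CTRL library 1 were the other 2, with 124 and 139.9 TPM of *Xist*. Libraries 2 and 3 of both CTRL groups had 268 to 318 TPM of the Y genes and at most 0.29 TPM of *Xist*. *Xist* was therefore higher in MG-REP than in CTRL, by a log2 fold change of 4.81 (SE 1.33, adjusted p = 0.00826, limma) in Saline offspring and of 4.85 (SE 1.33, adjusted p = 0.134, limma) in MIA offspring. The log2 fold changes of the 4 Y genes in Saline offspring ran from −4.74 to −2.95, with adjusted p-values from 0.0297 to 0.0355 in limma. Without Saline + CTRL library 3, the change of *Xist* in Saline offspring was 3.71 (adjusted p = 0.0611, limma), and without Saline + CTRL library 1 it was 7.01.

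**Figure D1:**
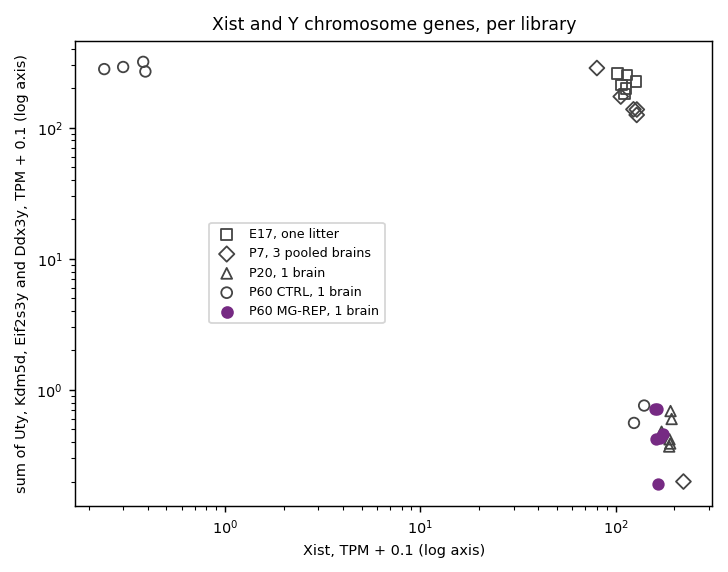
TPM of *Xist* (x axis) against the sum of the TPM of *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* (y axis) in the 30 libraries, both on a log scale after adding 0.1 TPM. Squares are E17, diamonds P7, triangles P20, open circles P60 CTRL and filled circles P60 MG-REP libraries, and the 6 MG-REP libraries lie with the 6 P20 libraries at 159 to 193 TPM of *Xist*.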

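The deposited table assigns each transcript to 1 of 5 modules, immature (IM), MIA immature (MIA-IM), juvenile (JM), adult (AM) and repopulated adult (REP-AM) microglia. For each module, the z-scores of log2(TPM + 1) over the 30 libraries were averaged in each library. The mean z-score of IM was 1.06 ± 0.307 (SD, n = 3) in E17 MIA, 0.930 ± 0.135 in E17 Saline, 0.752 ± 0.196 in P7 MIA and 0.688 ± 0.0296 in P7 Saline. For JM it was 0.914 ± 0.168 (SD, n = 3) in P20 Saline and 0.838 ± 0.116 in P20 MIA. For AM it was 0.937 ± 0.395 (SD, n = 3) in MIA + CTRL, 0.709 ± 0.181 in MIA + MG-REP, 0.679 ± 0.379 in Saline + CTRL and −0.0211 ± 0.556 in Saline + MG-REP.
MIA-IM had a mean z-score of 0.554 ± 0.791 (SD, n = 3) in E17 MIA and −0.0607 ± 0.383 in E17 Saline, a difference of 0.615 (exact permutation test, p = 0.3), which was 0.251 without E17 MIA library 1 and 1.04 without E17 MIA library 2. At P7 it was 0.545 ± 0.619 in MIA and 0.438 ± 0.136 in Saline (exact permutation test, p = 0.9), and the difference of 0.107 turned to −0.237 without P7 MIA library 3 and was 0.363 without P7 MIA library 1. Clustered again by k-means with 5 clusters, 74.7% of the transcripts fell into the cluster that matched their module, from 45.5% of JM to 87.4% of AM. With a pseudocount of 0.1 in place of 1, the share was 62.1%.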

*K-*means clustering (*k* *=* 5) of 14,225 microglial genes from RNA-seq data revealed distinct transcriptional signatures of immature microglia (IM module, 4681 transcripts, enriched in E17 and P7 Saline), MIA immature microglia (MIA-IM module, 2816 transcripts, enriched in E17 and P7 MIA), Juvenile microglia (JM module, 2318 transcripts, enriched in P20 Saline and MIA), Adult microglia (AM module, 3276 transcripts, enriched in P60 Saline + CTRL, P60 MIA + CTRL and P60 MIA + MG-REP), and repopulated adult microglia (REP-AM module, 1,134 transcripts, enriched in P60 Saline + MG-REP) (clustering and representative genes in Fig. 2a and Supplementary Table 1). Interestingly, P60 Saline + MG-REP showed enrichment in a distinct REP-AM module, suggesting reprogrammed gene expression profiles of repopulated microglia (Fig. 2a). Furthermore, principle component analysis (PCA) of microglial transcriptome showed alteration of gene expression profiles by MIA at young ages (E17 and P7) (Supplementary Fig. 2a), which is consistent with previous reports [10]. 

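The mean z-score of the REP-AM module was 1.39 ± 0.177 (SD, n = 3) in Saline + MG-REP and 0.0519 ± 0.0785 (SD, n = 3) in MIA + MG-REP. Saline + CTRL had −0.296 ± 0.0965 and MIA + CTRL −0.313 ± 0.119, and the 6 groups of E17 to P20 lay between −0.345 and 0.0346. The Saline + MG-REP libraries did not overlap with those of Saline + CTRL (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The module was formed by clustering these same libraries, so its genes were chosen for such a pattern and the test says little. In Saline + MG-REP against Saline + CTRL, 3805 genes had an adjusted p-value under 0.05 in limma, 1687 higher and 2118 lower. The majority turned with the scaling, since 44.3% of these genes were higher, against 57.5% of those called with median-ratio scaling and 51.1% with quantile normalization. The counts of the 6 fits that each left out 1 library ran from 2460 (without Saline + MG-REP library 1) to 3729. Only with the libraries of the 2 groups in the fit, the count was 1911.
The 3 largest rises were those of *Il12b*, *Ube2c* and *Mki67*. *Il12b* (NM_001303244, chromosome 11 of GRCm38.p6 from 44400063 to 44414677) had 189.7 ± 108 TPM (SD, n = 3) in Saline + MG-REP and 0.86 ± 0.364 TPM (SD, n = 3) in Saline + CTRL, a log2 fold change of 6.56 (SE 0.51, adjusted p = 6.71e-10, limma). For *Ube2c* (NM_026785, chromosome 2, 164769929 to 164772902) the TPM were 154 ± 93.6 and 2.45 ± 1.83, with a log2 fold change of 5.50 (SE 0.35, adjusted p = 3.13e-11). For *Mki67* (NM_001081117, chromosome 7, 135689784 to 135716450) they were 137 ± 84.5 and 3.27 ± 0.539, with 4.86 (SE 0.24, adjusted p = 8.81e-13). The 3 largest falls were −5.67 for *Gpr165* (NM_029536, 0.933 ± 0.768 against 93.1 ± 22.7 TPM), −5.39 for *Upk1b* (NM_178924, 1.94 ± 1.43 against 113 ± 27.2 TPM) and −4.90 for *Myo18b* (NM_028901, 0.267 ± 0.115 against 37.9 ± 11.1 TPM). Their adjusted p-values in limma ran from 6.26e-12 to 7.24e-10.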

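Principal components were computed on log2(TPM + 1) of all genes. The first and second held 54.3% and 14.4% of the variance. In the plane of both, the centers of Saline and MIA lay 27.5 apart at E17 (exact permutation test, p = 0.4), where the libraries of a group lay 40.2 apart on average. At P7 the centers were 7.63 apart (exact permutation test, p = 1) and the libraries of a group 24.4. The distances at P20 were 7.52 between the centers (exact permutation test, p = 0.8) and 17.8 within groups. Among the alternatives, the distance at E17 moved most with the 1000 most variable genes, which gave 6.61. A distance over fewer genes is not on the same scale. At P20 the distance moved most with 5 components, which gave 15.3.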

At P60, only the Saline + MG-REP population appeared distinct compared with the other P60 groups (Supplementary Fig. 2a). 

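In the plane of the first 2 components, the center of Saline + MG-REP lay 63.5 from that of Saline + CTRL, 76.4 from that of MIA + CTRL and 58.6 from that of MIA + MG-REP. In each of these comparisons no other split of the 6 libraries gave as large a distance (exact permutation tests, p = 0.1). The centers of the other P60 groups lay 10.1 to 19.7 apart (exact permutation tests, p from 0.3 to 0.5). Libraries of 1 P60 group lay up to 66.6 apart, and the nearest libraries of Saline + MG-REP and Saline + CTRL were 13.1 apart.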

We and others have recently identified the specific gene sets representing homeostatic (M0) and disease-associated/neurodegenerative microglia (DAM/MGnD) from mouse models of neurodegenerative disorders [27–29]. Analysis of microglial gene signature revealed that Saline + MG-REP possessed robust MGnD phenotype as determined by downregulation of M0 homeostatic microglia genes including *Tmem119*, and upregulation of DAM/MGnD genes including *Cstb*, whereas MIA + MG-REP showed a homeostatic phenotype (Fig. 2b and Supplementary Fig. 2b). These results demonstrate an alteration in the composition of microglia during repopulation under MIA influence. 

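Fig. 2b names 5 M0 genes (*P2ry12*, *Tmem119*, *Cx3cr1*, *Mef2a* and *Tgfb1*), which have 6 transcripts in the table, and 9 DAM/MGnD genes (*Apoe*, *Ctsd*, *Gpnmb*, *Il1b*, *Itgax*, *Trem2*, *Tyrobp*, *Spp1* and *Cstb*), which have 11. In Saline + MG-REP against Saline + CTRL, the M0 list changed by a mean log2 of −0.78 (adjusted p = 0.000635, fry), with 5 of the 6 transcripts lower and adjusted p-values under 0.05 for *P2ry12*, *Tmem119* and *Cx3cr1*. The largest shift came with the filter on a mean TPM of at least 1, which gave −1.18. The DAM/MGnD list changed by 1.48 (adjusted p = 6.58e-10, fry), with 10 of the 11 transcripts higher and 9 past an adjusted p-value of 0.05. In MIA + MG-REP against MIA + CTRL, the M0 list changed by 0.07 (adjusted p = 0.699, fry), with 4 of 6 transcripts higher, and by −0.03 without MIA + CTRL library 1. Without that library, which alone in MIA + CTRL held *Xist*, CTRL libraries lacking *Xist* face MG-REP libraries that hold it. The DAM/MGnD list changed by 0.28 (adjusted p = 0.0511, fry), with 7 of 11 transcripts higher, and its adjusted p-value crossed 0.05 with the mean TPM filter, the replicate block, the fit of only the groups compared and camera.
*Tmem119* (NM_146162, chromosome 5 of GRCm38.p6 from 113793729 to 113800396) had 1587 ± 114 TPM (SD, n = 3) in Saline + MG-REP and 2993 ± 573 TPM (SD, n = 3) in Saline + CTRL. The log2 fold change was −0.90 (SE 0.22, adjusted p = 0.00397, limma). The adjusted p-value rose above 0.05 with median-ratio scaling (0.0578) and with the *Xist* covariate (0.0579). *Cstb* (NM_007793, chromosome 10, 78425670 to 78427622) had 317 ± 58.3 TPM against 148 ± 17.4 TPM, a log2 fold change of 1.09 (SE 0.17, adjusted p = 2.33e-05, limma). In MIA offspring, *Tmem119* had 3152 ± 242 TPM in MG-REP and 2609 ± 626 TPM in CTRL (log2 fold change 0.30, adjusted p = 0.978, limma), and 0.09 without MIA + CTRL library 1. *Cstb* had 151 ± 7.98 TPM and 154 ± 10.1 TPM there (log2 fold change −0.02, adjusted p = 0.990, limma), with the sign reversed to 0.04 by median-ratio scaling.

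**Figure D2:**
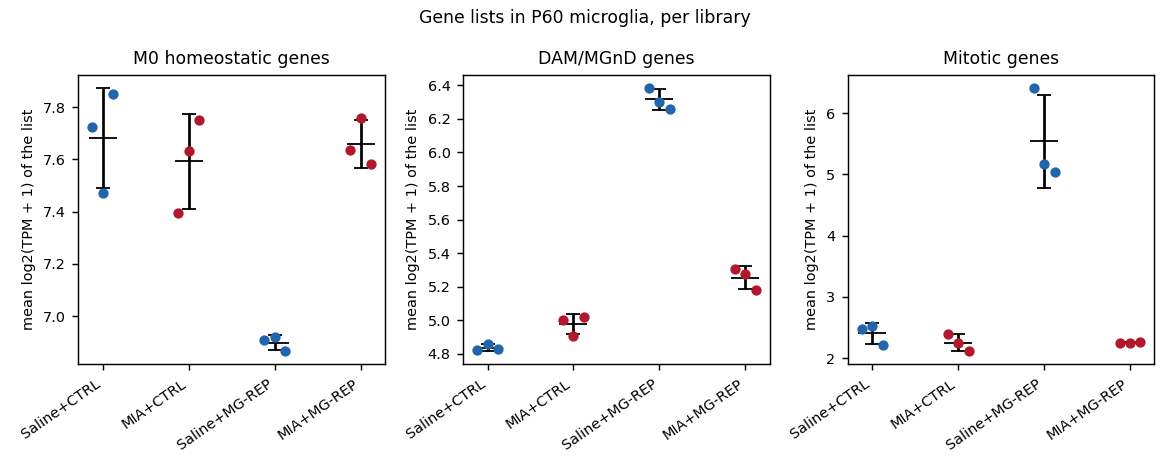
Mean log2(TPM + 1) of the M0, DAM/MGnD and mitotic lists (y axis) in each library of the 4 P60 groups (x axis), with the group mean as a line and the SD as an error bar (n = 3). The Saline + MG-REP libraries lie apart from the other groups in the 3 panels.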

The newly replenished microglia in Saline + MG-REP offspring show DAM/MGnD phenotype, which is characterized with higher phagocytic function, chemotaxis and proliferation, and is reminiscent of immature microglial phenotype [30]. On the other hand, microglia in MIA + MG-REP offspring did not show similar immature phenotype in MIA + MG-REP group, suggesting accelerated maturation in MIA + MG-REP group in accordance with recent publication [10]. 

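*P2ry12* (NM_027571, chromosome 3 of GRCm38.p6 from 59216271 to 59262985) fell from 3974 ± 671 TPM (SD, n = 3) in Saline + CTRL to 828 ± 190 TPM (SD, n = 3) in Saline + MG-REP, a log2 fold change of −2.28 (SE 0.24, adjusted p = 7.22e-08, limma). *Itgax* (NM_021334, chromosome 7, 128129526 to 128150657) rose from 17.8 ± 2.72 to 88.6 ± 11.9 TPM, a log2 fold change of 2.25 (SE 0.21, adjusted p = 1.38e-08, limma). *Il1b* (NM_008361, chromosome 2, 129364569 to 129371164) rose from 256 ± 59.8 to 2044 ± 262 TPM, a log2 fold change of 3.01 (SE 0.32, adjusted p = 1.32e-07, limma). *Gpnmb* (NM_053110, chromosome 6, 49036518 to 49058182) rose from 2.24 ± 0.504 to 20.7 ± 4.17 TPM, a log2 fold change of 2.74 (SE 0.33, adjusted p = 7.11e-07, limma). For each of the 4 genes the libraries of both groups did not overlap (exact permutation tests, p = 0.1). The mean z-score of the IM module was −0.310 ± 0.218 (SD, n = 3) in Saline + MG-REP, from −0.460 to −0.0603, and −0.691 ± 0.109 (SD, n = 3) in Saline + CTRL, from −0.815 to −0.610.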

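In MIA + MG-REP against MIA + CTRL, 79 genes had an adjusted p-value under 0.05 in limma, 55 higher and 24 lower. With log2 *Xist* as a covariate the count was 30, of which 27 were among the 79, and the fits that each left out 1 library gave 41 to 71. The 3 largest rises were those of *Tnfsf8*, *Hcar2* and *Pdcd1*. *Tnfsf8* (NM_009403, chromosome 4 of GRCm38.p6 from 63831202 to 63861508) had 30.7 ± 2.28 TPM (SD, n = 3) in MIA + MG-REP and 1.92 ± 0.772 TPM (SD, n = 3) in MIA + CTRL, a log2 fold change of 3.47 (SE 0.23, adjusted p = 1.37e-09, limma). *Hcar2* (NM_030701, chromosome 5, 123863570 to 123865516) had 199.9 ± 48.1 and 23.7 ± 13.6 TPM, a log2 fold change of 3.12 (SE 0.53, adjusted p = 0.00213, limma), which was 2.42 (adjusted p = 0.171) with the *Xist* covariate. *Pdcd1* (NM_008798, chromosome 1, 94038305 to 94052553) had 29.2 ± 4.85 and 3.14 ± 0.583 TPM, a log2 fold change of 2.86 (adjusted p = 2.66e-07, limma). The 3 largest falls were −3.48 for *Myo18b*, −3.07 for *Gpr165* and −2.31 for *Ptger3* (NM_011196), with adjusted p-values in limma of 2.33e-08, 9.73e-05 and 6.70e-05.
Of the DAM/MGnD genes of Fig. 2b, *Itgax* alone had an adjusted p-value under 0.05 in MIA offspring, with a log2 fold change of 1.55 (adjusted p = 0.000164, limma). *P2ry12* changed by −0.20, *Il1b* by 0.25 and *Gpnmb* by 0.63 (adjusted p-values from 0.864 to 0.979, limma). The effect of MG-REP was then compared between MIA and Saline offspring within the same fit. By that test 1496 genes had an adjusted p-value under 0.05 in limma, with a change that was higher in MIA than in Saline offspring for 629 and lower for 867. The lists differed by a mean log2 of 0.85 for M0, with 6 of 6 transcripts higher in MIA offspring (adjusted p = 0.0304, fry), and of −1.20 for DAM/MGnD, with 9 of 11 lower (adjusted p = 5.60e-05, fry). These p-values were adjusted over 136 tests of lists. The mean z-score of the IM module was −0.783 ± 0.0555 (SD, n = 3) in MIA + MG-REP and −0.669 ± 0.145 in MIA + CTRL. From the lack of an immature phenotype in MIA + MG-REP, the paper proposes that maturation is accelerated in that group.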

Recent studies reported the in situ expansion of microglia from residual microglial pools after PLX5622 treatment [16, 17] and the CSF1R inhibitor resistant microglial pool was MAC2 positive [31], suggesting the source of repopulating microglia is also residual CSF1R inhibitor-resistant microglia in our study. To further evaluate this microglial repopulation source, we performed fate-mapping analysis. Thymidine analog 5-bromo-2′-deoxyuridine (BrdU) was repetitively injected from P1 to P20 in CTRL and MG-REP female offspring before PLX treatment, followed by repetitive injection of 5-Ethynyl-2′-deoxyuridine (EdU) from P43 to P59 to determine proliferating activity of microglia prior to the depletion (Fig. 2c). The cortical tissue sections were stained with IBA1, together with proliferation markers BrdU and EdU to assess if newly repopulated IBA1^+^EdU^+^ cells arise from IBA1^+^BrdU^+^ cells, which represent previously mitotic cells, or IBA1^+^BrdU^−^ cells, which represent previously non-proliferative cells (Fig. 2d and Supplementary Fig. 2C). The labeling efficiency of BrdU + IBA1 + was 40.54% and 35.13% of total IBA1 + cells in Saline + CTRL and MIA + CTRL group, respectively. The ratio of each of the populations (BrdU^+^EdU^−^, BrdU^+^EdU^+^, and BrdU^−^EdU^+^) was normalized to the total number of thymidine-analogs labeled IBA1^+^ cells (Fig. 2e). MIA reduced self-renewal reflected by lowered EdU^+^ cell number (Fig. 2e). Interestingly, previously non-proliferative BrdU^−^ cells (blue) were the main source of repopulation in MIA + MG-REP offspring (67%), whereas more microglia repopulated from previously proliferative BrdU^+^ cells (red and green, 60.8%) in Saline + REP offspring (Fig. 2e). 

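A list of 30 genes of the mitotic cell cycle was drawn up, of which 23 have a value in the table, each with 1 transcript. In Saline + MG-REP against Saline + CTRL, the mean log2 fold change of the list was 3.14 (adjusted p = 8.91e-11, fry). All 23 genes were higher and had an adjusted p-value under 0.05, and the mean was 2.70 without Saline + MG-REP library 1. In MIA + MG-REP against MIA + CTRL, the mean was −0.0040 (adjusted p = 0.989, fry), with 12 of 23 genes higher and 0 past a p-value of 0.05, adjusted or unadjusted. Its sign was positive with a pseudocount of 0.1 (0.01), with median-ratio scaling (0.04) and with quantile normalization (0.08). The effects in MIA and Saline offspring differed by −3.14, with 23 of 23 genes lower in MIA offspring (adjusted p = 1.33e-07 over 136 tests of lists, fry).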

Since Saline + MG-REP microglia show mitotic gene expression profile reminiscent of proliferating young and DAM/MGnD microglia (Fig. 2b and Supplementary Fig. 2b and Supplementary Table 1), this suggests that previously proliferative BrdU^+^ cells maintain mitotic activity after repopulation. On the other hand, MIA + MG-REP microglia are mainly from previously non-mitotic BrdU^−^ microglia, which may quickly revert to a non-proliferative gene expression phenotype similar to M0 homeostatic microglia (Fig. 2b and Supplementary Fig. 2b).

**Fig. 2:**
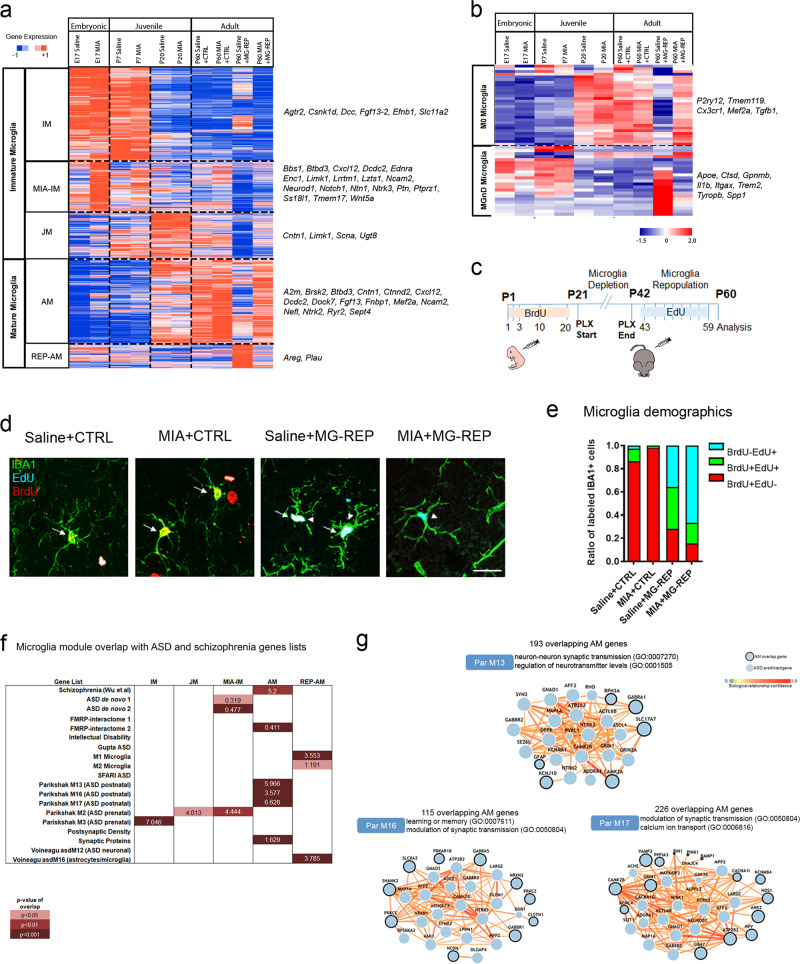
Microglial transcriptome reveals novel MIA and repopulation modules and overlap of MIA microglial genes with ASD gene network. **a** Heatmap (*z*-scores) of differentially expressed genes in acutely isolated microglia in five modules: immature microglia (IM), MIA immature microglia (MIA-IM), juvenile microglia (JM), adult microglia (AM), repopulated adult microglia (REP-AM). *n* *=* 3 microglia samples per group, one sample consists of one litter for E17, three pooled brains for P7, and one brain for P20 and P60 (male and female). **b** Heatmap (*z*-scores) of differentially expressed genes in acutely isolated microglia in M0 (homeostatic microglia) and DAM/MGnD-specific genes (E17-P60: male and female microglia). Fate mapping analysis of repopulating microglia. **c** Schematic diagram of BrdU and EdU injections from P1 to P59. BrdU and EdU were injected in a total of five (P1, 2, 3, 10, and 20) and eight times (every other day from P43-59), respectively. **d** Representative images of BrdU (red), EdU (cyan), and IBA1 (green) microglia for Saline + CTRL, MIA + CTRL, Saline + MG-REP and MIA + MG-REP. Arrow shows BrdU^+^IBA1^+^ original microglia. Arrowhead shows EdU^+^IBA1^+^ repopulated microglia. Scale Bar = 20 μm. **e** Demographics of all groups in cortex: BrdU^+^EdU^−^ originally dividing microglia (red), BrdU^+^EdU^+^ repopulated originally dividing microglia (green), BrdU^−^EdU^+^ repopulated originally non-dividing microglia (blue). (19/4/2, 12/3/2, 18/4/2, 20/4/2) sections/female mice/litters for Saline + CTRL, MIA + CTRL, Saline + MG-REP and MIA + MG-REP. **f** Microglia module overlap analysis with human neurodevelopmental disorder-associated gene modules. Color scale denotes *p* value of hypergeometric distribution analyses. Numbers on table denote percent overlapped genes out of total number of genes in the modules with significant overlap (*p* < 0.05). **g** Network generation of overlapping human ASD modules (ParM13, M16, and M17) and AM microglia identify common genes underlying AM-associated molecular networks and highlight the contribution of microglia to the pathogenesis of human neurodevelopmental disorders. The overall connectedness of the gene list for each module was greater than all 100,000 permuted gene lists, yielding *p* < 0.00001.

In order to further understand the MIA microglia gene expression modules in the context of neurodevelopmental disorders, we explored the common gene signatures in MIA microglia and gene modules identified in neurodevelopmental disorders. We compared the overlap of microglial modules to known schizophrenia, ASD, and intellectual disability risk genes, two de novo mutated gene sets in ASD patients, synaptic molecules, interacting partners of fragile X mental retardation protein (FMRP) and microglia modules from RNA-seq studies of ASD brains (Fig. 2f and Supplementary Table 2) using hypergeometric distribution analysis. The AM module, which was most enriched for MIA + CTRL microglia, showed enrichment for synaptic molecules, FMRP-, schizophrenia-, and ASD-implicated genes, while the MIA-IM cluster showed enrichment for genes with de novo mutations identified in human ASD and “M2” ASD prenatal genes (Fig. 2f). 

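Of the lists of Supplementary Table 2, 8 could be read in full, and their overlap with the 5 modules was computed by a one-sided Fisher's exact test (hypergeometric) against the 13483 gene symbols of the table. Of the 40 pairs, 4 had an adjusted p-value under 0.05 and 7 an unadjusted one. The AM module shared 47 of 124 synaptic proteins (29.3 expected, adjusted p = 0.00334) and 11 of the 20 genes of the second FMRP list (4.73 expected, adjusted p = 0.0243). For the first FMRP list it shared 7 of 25 genes (5.91 expected, unadjusted p-value 0.376). The MIA-IM module shared 13 of the 22 genes of the second ASD de novo list (4.53 expected, adjusted p = 0.00175). With the first ASD de novo list it shared 6 of 14 genes (2.88 expected, unadjusted p-value 0.0497, adjusted p = 0.284). The schizophrenia lists, the ASD modules and the prenatal M2 list were incomplete in the copy read and were not tested here. The same 4 pairs passed with the number of background genes that the study used for all but its protein lists, applied here to every list, and without the 400 genes that have transcripts in more than 1 module.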

The REP-AM module overlapped with M1/M2 microglial gene lists, but lacked enrichment of ASD-associated genes. 

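The REP-AM module shared 29 of the 86 Type 1 microglial markers of Supplementary Table 2 that have a value (7.07 expected, one-sided hypergeometric test, adjusted p = 6.70e-10 over the 40 pairs of lists and modules). It shared 14 of 96 Type 2 microglial markers (7.90 expected, unadjusted p-value 0.0249, adjusted p = 0.200). It shared 0 genes with either ASD de novo list, against 1.15 expected for the first and 1.81 for the second, so that a depletion was not detectable at these sizes.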

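Of the genes of the intellectual disability list, 253 have a value in the table. The IM module held 84 of them (86.1 expected), AM 66 (59.8 expected), MIA-IM 48 (52.1 expected), JM 40 (41.98 expected) and REP-AM 29 (20.8 expected). The smallest one-sided hypergeometric p-value was that of REP-AM, 0.0426 unadjusted and 0.284 after adjustment over the 40 pairs of lists and modules.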

Importantly, there was no overlap between any modules and the 351 genes implicated in intellectual disability without ASD (Fig. 2f), suggesting that disruption of microglial transcriptome may not impact general intellectual ability. We next explored the overlap between AM and human ASD gene modules to determine which common genes underlie microglia associated molecular networks. We determined the GO terms represented by overlapping AM/M13, AM/M16, and AM/M17 gene lists (Supplementary Table 3). 

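*Camk2a* (NM_177407, chromosome 18 of GRCm38.p6 from 60925307 to 60988152) had 245 ± 74.5 TPM (SD, n = 3) in MIA + CTRL, 155 ± 67.7 TPM (SD, n = 3) in Saline + CTRL and 215 ± 79 TPM (SD, n = 3) in MIA + MG-REP. Its log2 fold change between MIA and Saline at P60 was 0.70 (adjusted p = 1, limma; exact permutation test, p = 0.2), from 0.39 to 1.02 with 1 library left out. Between MIA + MG-REP and MIA + CTRL it was −0.21. *Camk2b* (NM_007595, chromosome 11, 5969629 to 6066357) had 0.707 ± 0.205, 0.543 ± 0.492 and 0.647 ± 0.414 TPM in the same groups, close to the worth of a few reads. Its log2 fold change between MIA and Saline at P60 was 0.19, and −0.09 without Saline + CTRL library 3.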

Genes from the two most significant GO terms were input to ASD@Princeton (Fig. 2g), which identified microglial hubs including *Camk2* in AM/M13 and AM/M17 networks, a gene recently implicated in MIA [32] and also confirmed in FACS-isolated microglia [26]. Taken together, these newly identified microglia specific modules show a distinct microglial phenotype and repopulation source affected by MIA or PLX treatment.

### Enrichment of cellular protrusion and neuritogenic genes in MIA microglia

To understand the molecular change induced by microglial repopulation in MIA male offspring, we performed GO biological process analysis of MIA-altered, repopulation-corrected genes from the AM module. 

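Of the 3276 transcripts of the AM module, 60.5% had a higher mean TPM in MIA + CTRL than in both Saline + CTRL and MIA + MG-REP, and 16.9% had a lower one than in both. Over all 14225 transcripts the shares were 45.3% and 22.8%. Among 100 splits of the 9 libraries of these groups into 3 groups of 3, the real one included, 23 gave as large a share above and 85 as large a share below. Without MIA + CTRL library 1, the only library of its group with *Xist*, 34.1% lay above and 31.9% below. Both comparisons share the MIA + CTRL libraries, so that unchanged genes also tend to move in opposite directions. In simulated unchanged groups 67.6% of the transcripts did so, and in these libraries 67.9%.
The gene ontology analysis itself was not repeated. A list of 38 genes of chemical synaptic transmission was drawn up in its place, of which 26 have a value in the table, with 33 transcripts. In MIA + CTRL against Saline + CTRL its mean log2 fold change was 0.28 (adjusted p = 0.675, fry; exact permutation test, p = 0.5), with 27 of 33 transcripts higher and 0 past an unadjusted p-value of 0.05 in limma. Without Saline + CTRL library 3 the mean was 0.03. In MIA + MG-REP against MIA + CTRL the mean was −0.15 (adjusted p = 0.759 in fry, p = 0.6 in the exact permutation test), with 27 of 33 transcripts lower. It was 0.06 without MIA + CTRL library 1 and −0.37 with the *Xist* covariate. As that library alone in MIA + CTRL held *Xist*, its omission sets CTRL libraries lacking *Xist* against MG-REP libraries that hold it. Of the 33 transcripts, 31 changed in opposite directions in both comparisons.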

Interestingly, the most highly enriched GO terms of MIA-upregulated genes corrected in MIA + MG-REP were associated with synaptic vesicles and neurotransmission (Fig. 3a, left red box), while the most enriched GO terms of genes downregulated in MIA and corrected in MIA + MG-REP were associated with antigen presentation, complement activation, and innate immune response (Fig. 3a, right purple box). This leads us to the notion that MIA microglia have abnormally increased synaptogenic properties, while repopulated microglia regain homeostatic immune functions. 

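A list of 20 genes of MHC class II antigen presentation and complement has 18 genes with a value in the table. In MIA + CTRL against Saline + CTRL its mean log2 fold change was −0.11 (adjusted p = 0.675, fry; exact permutation test, p = 0.5), with 14 of 18 genes lower and 0 past an unadjusted p-value of 0.05 in limma. Without MIA + CTRL library 1 the mean was −0.0046. In MIA + MG-REP against MIA + CTRL it was 0.43 (adjusted p = 0.0511, fry), with 16 of 18 genes higher and the libraries of both groups not overlapping (exact permutation test, p = 0.1). The adjusted p-value of the list was under 0.05 with camera (1.17e-10) and without MIA + CTRL library 3 (0.0438, mean 0.50). By gene, 2 had an adjusted p-value under 0.05 over all genes tested and 6 adjusted over the list alone. The 2 were *H2-DMa* (NM_010386), with a log2 fold change of 0.99 (SE 0.18, adjusted p = 0.00452, limma), and *C3* (NM_009778), with 1.68 (SE 0.35, adjusted p = 0.0204, limma). They lie outside the rule for naming genes and were chosen after their values were seen. Between both comparisons, 12 of the 18 genes changed in opposite directions.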

We cross-examined the 46 genes in the top GO term group, “chemical synaptic transmission” (Fig. 3a, left red box), with RNA-seq data of wild type and *Cx3cr1*^GFP/+^ microglia purified by FACS (GSE53789) [26]. We confirmed that 45 out of the 46 genes were detected in FACS-purified microglial gene sets. These data show strong evidence that microglia unexpectedly express synaptogenic molecules and that increased gene expression related to synaptic process in MIA microglia is unlikely due to the contamination of neuronal cells, but could reflect aberrant MIA microglial function.

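Other brain cells than neurons were measured through lists of marker genes of astrocytes, the oligodendrocyte lineage and endothelial cells. The mean log2(TPM + 1) of these 3 lists was set against that of the synaptic transmission list, as deviations from the group means, over the 30 libraries. Pearson's r was 0.810 (p = 2e-05, permutation test with 100000 resamples, two-sided) and Spearman's rho 0.827 (permutation p = 2e-05), each with an adjusted p of 2.67e-05 over the 4 measures set against these lists. Without the 2 libraries farthest from the median of the markers, r was 0.760 (permutation p = 9e-05). With the mean of the 3 lists as a covariate, the synaptic list changed by a mean log2 of 0.07 between MIA and Saline at P60. That covariate was chosen after seeing the data. In the same comparison the astrocyte list changed by 0.59 (17 of 17 transcripts higher), the oligodendrocyte lineage list by 0.18 and the endothelial list by 0.01. None of the 3 had an adjusted p-value under 0.05 in fry. The astrocyte change leaned on Saline + CTRL library 3, with a mean of 5.89. The other Saline + CTRL libraries had 6.69 and 7.54, and the MIA + CTRL libraries 6.94 to 7.85. A list of 20 neuronal genes, 16 of them with a value, changed by 0.35 (17 of 19 transcripts higher) and by 0.02 without Saline + CTRL library 3. From the detection of the genes of the top ontology term in sorted microglia, the paper concludes that microglia express synaptogenic molecules, and it proposes that their increase in MIA reflects an altered microglial function.

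**Figure D3:**
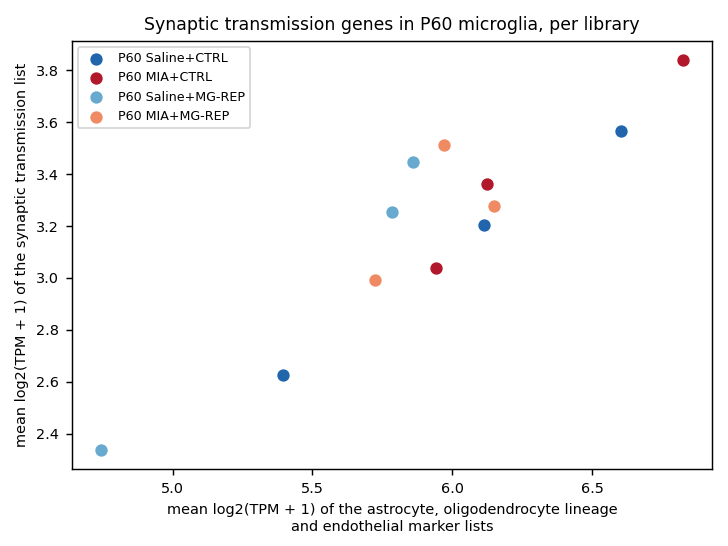
Mean log2(TPM + 1) of the astrocyte, oligodendrocyte lineage and endothelial lists (x axis) against that of the synaptic transmission list (y axis) in the 12 P60 libraries, 1 point per library. Libraries with more of the former have more of the latter in all 4 groups together.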

**Fig. 3:**
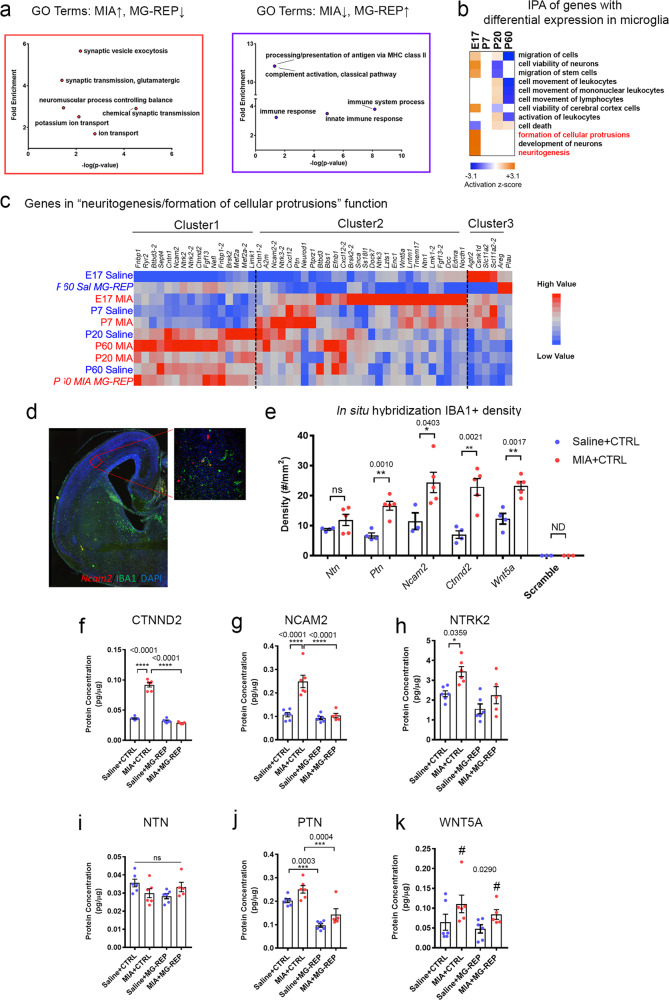
Microglia repopulation attenuates exacerbated production of cellular protrusion/neuritogenic factors from MIA microglia. **a** Gene ontology (GO) biological processes pathway analysis shows that MIA microglia increase synaptogenic functions while repopulated microglia recover homeostatic functions. Left (red): Top significantly enriched GO biological process terms increased by MIA and decreased by repopulation. Right (purple): Top significantly enriched GO biological process terms decreased by MIA and increased by repopulation. These GO findings were verified using GORILLA. **b** IPA of genes with differential expression in microglia between MIA versus Saline (RNA-seq data). Pathway analysis reveals MIA-induced upregulation of neuritogenic gene expression, specifically in developmental stages, based on activation *z*-score. Red denotes pathway activated in E17 MIA microglia. **c** Genes in “neuritogenesis/formation of cellular protrusions” function. Hierarchal clustering of gene sets based on relative expression values; red: high relative expression, blue: low relative expression. Cluster 1 represents genes increased in adult MIA microglia but reduced in MIA + MG-REP including *Ctnnd2, Ncam2, and Ntrk2*. Cluster 2 represents genes increased in immature MIA microglia including *Ncam2, Ntn, Ptn* and *Wnt5a*. Cluster3 represents genes decreased in immature MIA microglia including Plau. In situ hybridization (ISH) and immunofluorescence of E17 Saline or MIA offspring in the cortical plate region. **d** mRNA of cellular protrusion/ neuritogenic genes (*Ctnnd2, Ncam2, Ntn, Ptn, and Wnt5a*) were detected by florescent-labeled antisense cRNA probes (red) but not by scramble cRNA probe (not detected: N.D.), and the sections were immunostained for IBA1 (green) and DAPI (blue). **e** The number of IBA1 + cells expressing the cellular protrusion/neuritogenic genes were quantified in the cortical plate region. *n* = (4–5/2) male mice/ litters per molecule for Saline and MIA, *n* *=* 3 for scramble control probe. *p < 0.05, **p < 0.01, ns denotes no significance, by unpaired Student *t* test. Graphs indicate mean ± s.e.m. ELISA verification of selected RNA-seq molecules: CTNND2 (**f**), NCAM2 (**g**), NTRK2 (**h**), NTN (**i)**, PTN (**j**) and WNT5A (**k**) in acutely isolated microglia. MIA increases protein expression of cellular protrusion/neuriotgenic molecules in microglia that were normalized via repopulation. *n* *=* (6/4, 6/3, 5/3, 6/3) female mice/litters for P60 Saline + CTRL, MIA + CTRL, Saline + MG-REP and MIA + MG-REP. CTNND2: Prenatal treatment effect, *F*(1,19) = 157.1, *p* < 0.0001, Drug effect, *F*(1,19) = 262.7, *p* < 0.0001, Interaction effect, *F*(1,19) = 201, *p* < 0.0001, NCAM2: Prenatal treatment effect, *F*(1,19) = 23.76, *p* = 0.0001, Drug effect, *F*(1,19) = 26.29, *p* < 0.0001, Interaction effect, *F*(1,19) = 17.63, *p* = 0.0005, NTRK2: Prenatal treatment effect, *F*(1,18) = 13.99, *p* = 0.0015, Drug effect, *F*(1,18) = 12.45, *p* = 0.0024, Interaction effect, *F*(1,18) = 0.06203, *p* = 0.8061, NTN: Prenatal treatment effect, *F*(1,19) = 0.01669, *p* = 0.8986, Drug effect, *F*(1,19) = 0.8, *p* = 0.3823, Interaction effect, *F*(1,19) = 6.121, *p* = 0.0230, PTN: Prenatal treatment effect, *F*(1,19) = 10.31, *p* = 0.0046, Drug effect, *F*(1,19) = 52.02, *p* < 0.0001, Interaction effect, *F*(1,19) = 0.002927 *p* = 0.9574, WNT5A: Prenatal treatment effect, *F*(1,19) = 5.581, *p* = 0.0290, Drug effect, *F*(1,19) = 1.550, *p* = 0.2282, Interaction effect, *F*(1,19) = 0.0834 *p* = 0.7799, *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 as determined by 2-way ANOVA (alpha = 0.05) with Tukey’s post-hoc. ^#^*p* < 0.05 for main effect of MIA. Graphs indicate mean ± s.e.m.

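At an unadjusted p-value under 0.05 in limma, MIA and Saline differed in 585 genes at E17 (406 higher in MIA), 335 at P7 (191 higher), 457 at P20 (160 higher) and 256 at P60 (125 higher). Chance alone gives 711 of 14225 tests. At an adjusted p-value under 0.05 the count was 0 at each age, with smallest adjusted p-values of 0.724, 1, 0.391 and 1. Averaged over the 4 ages, 477 genes had an unadjusted and 0 an adjusted p-value under 0.05 (smallest 0.931). Of simulated genes changed by a log2 of 1, the same fit called 60%, and 9.5% at a log2 of 0.5. The simulated genes varied independently of each other, with 1 spread per gene for all groups. Other splits of the real E17 libraries gave 220 to 4022 genes at an unadjusted p-value under 0.05 in limma, so these shares may not hold for them. The genes unique to an age were 536 at E17, 294 at P7, 404 at P20 and 217 at P60. Any 2 ages shared between 10 and 22 genes, against 6.03 to 18.8 expected by chance. Of the genes that E17 shared, 13 of 18 with P7, 15 of 22 with P20 and 12 of 15 with P60 changed in the same direction. Between later ages it was 5 of 17 (P7 and P20), 4 of 10 (P7 and P60) and 4 of 19 (P20 and P60). The MIA and Saline libraries did not overlap for 6.05% of the genes at E17, 4.12% at P7, 9.69% at P20 and 5.93% at P60, against 10% by chance.
Leaving out 1 library moved the unadjusted counts most at E17, from 159 (without E17 MIA library 1) to 3291 (without E17 MIA library 2). The share of genes higher in MIA depended on the scaling of the TPM. At E17 it was 69.4%, and 46.0% with median-ratio scaling and 37.8% with quantile normalization, which moved the median change of all genes from 0.10 to 0.00 and −0.02. At P20 it was 35.0%, 53.4% and 54.4%.
Where no gene passes, the 3 genes with the smallest p-values are named. At E17 they were *Agtr2*, *Arih2* (NM_011790, 129.7 ± 9.75 TPM in MIA against 180.3 ± 30.7 TPM in Saline, SD, n = 3, log2 fold change −0.46) and *Ovol3* (−0.73). At P7 they were *R3hcc1* (−0.71), *Gstt3* (0.78) and *Gm19510* (−0.57), at P20 *Kbtbd4* (−0.80), *Il2rb* (0.86) and *Rab34* (−1.04), and at P60 *Phactr3* (0.61), *Mettl11b* (1.31) and *A330041J22Rik* (0.94). Averaged over the ages they were *Tgif1* (−0.48), *Zfp444* (0.32) and *Itpkc* (−0.21). *Arih2* had an adjusted p-value of 0.0309 (limma, log2 fold change −0.61) without E17 Saline library 2. Of the first 3 genes that Supplementary Table 4 gives for each age, the others changed by 0.41 (*Mtss1l*) and 0.71 (*Zfp444*) at E17 and by 0.84 (*Rab6a*) and 1.62 (*Kcne2*) at P7. At P20, *Ptx3* changed by −2.36 (−1.01 without P20 Saline library 3) and *Tubb2a* by −0.69 (−0.40 without the same library). At P60, *Marcksl1* changed by −0.55 (−0.37 without Saline + CTRL library 2) and *Tspan4* by −0.83. Each of the genes in that table changed in the same direction here, and 50% of them at E17, 67.2% at P7, 71.9% at P20 and 73.5% at P60 had an unadjusted p-value under 0.05 in limma.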

We next performed cross-sectional analysis of 14,225 microglial genes in MIA versus Saline microglia using Gene-wise Negative Binomial Generalized Linear Modeling with Quasi-likelihood F-testing (glmQLFit) [33], which revealed discrete and overlapping genes significantly altered by MIA at each age [Supplementary Fig. 3a and Supplementary Table 4: 666 (E17), 225 (P7), 312 (P20), 161 (P60) unique genes with *p* < 0.05 MIA versus Saline], showing lifelong disruptions of microglial transcriptome by MIA. GeneMANIA analysis [34] revealed unique functional signature of the overlapped genes between the different time frames (Supplementary Table 4, Sheet 2). 

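The pathway analysis was not repeated. The 40 genes of Fig. 3c have 52 transcripts in the table, 41 of which are among the genes that Supplementary Table 4 gives for E17. As the study chose these genes on the same libraries, a test of them is not independent evidence. At E17 their mean log2 fold change between MIA and Saline was 0.48 (adjusted p = 0.193, fry; exact permutation test, p = 0.3), with 43 of 52 transcripts higher in MIA. At an unadjusted p-value under 0.05 in limma there were 16, of which 12 were higher. Over all genes tested 0 had an adjusted p-value under 0.05, and 1, *Agtr2*, adjusted over the list alone. The mean was 0.20 without E17 MIA library 1 and 0.75 (adjusted p = 0.0187, fry) without E17 MIA library 2. Only camera among the alternatives set the list under 0.05 (adjusted p = 0.000121).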

To determine how microglial transcriptional changes contribute to their cellular function in MIA offspring, we performed Ingenuity Pathway Analysis (IPA) of biological processes using all significantly affected genes by MIA at each age (Fig. 3b, Supplementary Fig. 3a and Supplementary Table 4), which identified “formation of cellular protrusions”, and “neuritogenesis” in the brain as the most enriched pathways in E17 MIA microglia (Fig. 3b). Indeed, current knowledge of microglia physiology supports this notion. Acute activation of microglia after injury or upon pathogen exposure results in the secretion of inflammatory factors and the phagocytosis of damaged neurons [35]. Surprisingly, however, microglia could produce synaptogenic factors such as insulin-like growth factor-1, thrombospondine, or brain-derived neurotrophic factor, leading to regeneration of neurons after the acute phase [36–38]. In order to better characterize these pathways, we determined the hierarchical clustering of the genes and identified three clusters (Fig. 3c, Supplementary Table 5). 

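Over the 52 transcripts of the genes of Fig. 3c, the mean log2 fold change between MIA and Saline was 0.09 at P7 and −0.15 at P20. The P7 value leaned on P7 MIA library 3, with a mean log2(TPM + 1) of 3.44. P7 MIA libraries 1 and 2 had 2.71 and 2.72, below the 2.81 to 2.97 of Saline. The P20 value leaned on P20 Saline library 1, with 3.40. P20 Saline libraries 2 and 3 had 3.02 and 3.06, and the P20 MIA libraries 2.89 to 3.15. At P60 the mean log2 fold change was 0.18 (adjusted p = 0.675 in fry, p = 0.5 in the exact permutation test). There 42 of 52 transcripts were higher in MIA + CTRL, and the mean was −0.01 without Saline + CTRL library 3. In MIA + MG-REP against MIA + CTRL the mean was −0.17 (adjusted p = 0.675 in fry, p = 0.4 in the exact permutation test), with 41 of 52 lower. It was 0.00 without MIA + CTRL library 1 and −0.36 with the *Xist* covariate. That library alone in MIA + CTRL held *Xist*, so without it CTRL libraries lacking *Xist* face MG-REP libraries that hold it. The value of 0.00 therefore does not separate a single library from the sex mixture. The transcripts that moved in opposite directions in both P60 comparisons were 42 of 52, where comparisons that share a group move apart by chance. At P60, 0 transcripts had an unadjusted or adjusted p-value under 0.05 between MIA and Saline in limma.

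**Figure D4:**
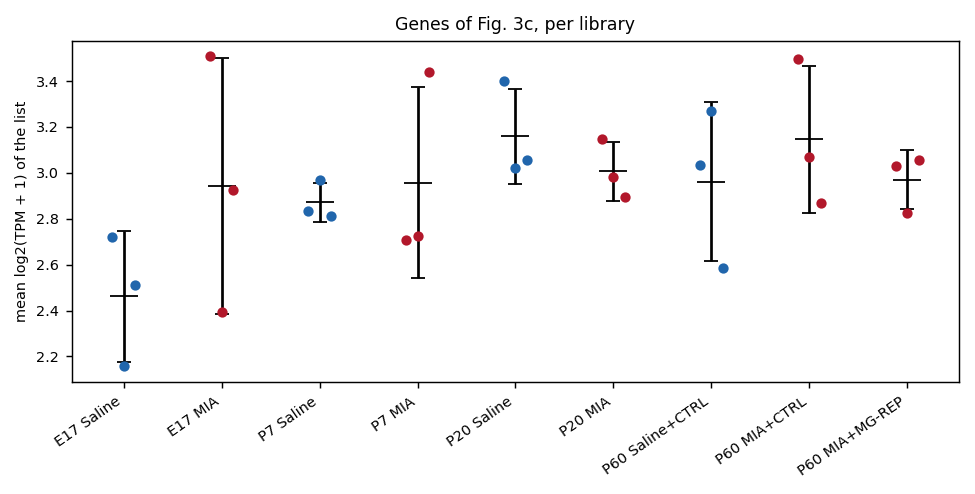
Mean log2(TPM + 1) of the 52 transcripts of the Fig. 3c genes (y axis) in each library of 9 groups (x axis), with the group mean as a line and the SD as an error bar (n = 3). The libraries of the MIA and Saline groups of an age overlap.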

Cluster 1 contained genes increased in adult MIA microglia but reduced in MG-REP, including cell adhesion molecules *Ctnnd2* (catenin delta 2, a synaptogenic factor) [39], *Ncam2* (neuronal cell adhesion molecule 2, an enhancer of filopodia formation) [40], and *Ntrk2* (neurotrophic receptor tyrosine kinase 2). 

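*Ctnnd2* (NM_008729, chromosome 15 of GRCm38.p6 from 30172534 to 31029344) had 83.3 ± 21.9 TPM (SD, n = 3) in MIA + CTRL and 63.5 ± 28.1 TPM (SD, n = 3) in Saline + CTRL. Its log2 fold change was 0.45 (adjusted p = 1, limma; exact permutation test, p = 0.4), and 0.12 without Saline + CTRL library 3. MIA + MG-REP had 58.7 ± 19.2 TPM (SD, n = 3), a log2 fold change of −0.52 (adjusted p = 0.978, limma; exact permutation test, p = 0.2), and −0.27 without MIA + MG-REP library 2. *Ntrk2* (NM_008745, chromosome 13, 58806472 to 59133970) had 253 ± 101, 178 ± 120 and 169 ± 54.2 TPM in the same groups. It changed by 0.66 with MIA (0.18 without Saline + CTRL library 3) and by −0.57 with MG-REP (−0.26 without MIA + CTRL library 1). *Ncam2* (NM_010954, chromosome 16, 81200697 to 81624290) had 3.66 ± 2.46, 2.87 ± 2.87 and 1.76 ± 0.646 TPM. It changed by 0.38 with MIA, which turned to −0.02 without MIA + CTRL library 1, and by −0.66 with MG-REP, which was −0.26 without that library. MIA + CTRL library 1 alone in its group held *Xist*, so values without it also compare different sex mixtures.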

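*Ptn* (NM_008973, chromosome 6 of GRCm38.p6 from 36714924 to 36810179) had 468 ± 315 TPM (SD, n = 3) in E17 MIA and 232 ± 94.3 TPM (SD, n = 3) in E17 Saline, a log2 fold change of 0.83, which was 0.31 without E17 MIA library 1. At P7 it had 606 ± 411 and 522 ± 99.8 TPM, a log2 fold change of 0.03, which was −0.48 without P7 MIA library 3. *Ntn1* (NM_008744, chromosome 11, 68209364 to 68386826) had 41.3 ± 25.2 and 20.8 ± 10.2 TPM at E17, a log2 fold change of 0.80 (0.38 without E17 MIA library 1). At P7 it changed by 0.03, with the sign reversed without P7 MIA library 3 (−0.36) and by quantile normalization (−0.01). *Wnt5a* (NM_009524, chromosome 14, 28504543 to 28527448) had 1.96 ± 0.822 and 0.960 ± 0.347 TPM at E17, a log2 fold change of 0.57, and changed by −0.07 at P7 (0.25 without P7 MIA library 1). *Ncam2* in its transcript NM_001113208 had 2.64 ± 1.65 TPM in E17 MIA and 0.653 ± 0.359 TPM in E17 Saline, a log2 fold change of 1.06 with libraries that did not overlap (exact permutation test, p = 0.1). It changed by −0.11 at P7 and by 0.51 there without P7 MIA library 2. The adjusted p-value of each of these genes in limma was 0.754 at E17 and 1 at P7.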

Cluster 2 contained genes increased in immature MIA microglia, including *Ncam2, Ntn1* (netrin1, an axon guidance molecule), *Ptn* (pleiotrophin, a secretory growth factor), and *Wnt5a* (wingless-type MMTV integration site family, member 5A, an axon guidance and synaptogenic molecule) [41]. Cluster 3 contained genes decreased in immature MIA microglia including *Plau*. 

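*Plau* (NM_008873, chromosome 14 of GRCm38.p6 from 20836662 to 20843388) had 240 ± 35.2 TPM (SD, n = 3) in E17 MIA and 375 ± 89.3 TPM (SD, n = 3) in E17 Saline. Its log2 fold change was −0.63 (SE 0.26, unadjusted p-value 0.0251 and adjusted p = 0.754 in limma), with libraries that did not overlap (exact permutation test, p = 0.1) and values from −0.74 to −0.44 with 1 library left out. At P7 it changed by −0.03, and by 0.09 without P7 Saline library 3. *Agtr2* (NM_007429, chromosome X, 21484624 to 21488833), of the same cluster, had 0.32 ± 0.33 TPM in E17 MIA and 1.06 ± 0.197 TPM in E17 Saline, a log2 fold change of −0.67 (SE 0.15, unadjusted p-value 0.000134 and adjusted p = 0.724 in limma). These values lie near the worth of a few reads.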

To assess the validity of microglial expression of cellular protrusion factors, we performed in situ hybridization with male offspring at E17 combined with immunofluorescence for IBA1 (Fig. 3d). We were able to detect all of the tested cellular protrusion molecules in IBA1^+^ cells in the cortical plate region of E17 embryonic brains while negative control using the scramble RNA probe did not have signal (Supplementary Fig. 3b). The number of IBA1^+^ cells expressing *Ctnnd2*, *Ncam2, Ptn*, and *Wnt5a* in the cortical plate region of E17 embryonic brains was higher in the MIA offspring compared with Saline controls, validating the RNA expression change found in our RNA-seq data (Fig. 3e). We further validated the data by qPCR with FACS purified E17 microglia from mixed male and female offspring, and confirmed significant increase in mRNA level in *Ncam2* and *Wnt5a* in MIA microglia (Supplementary Fig. 3c). Finally, we examined the protein expression level of those molecules in microglia isolated from Saline and MIA ± MG-REP female offspring at P60 by ELISA. Consistent with the results from RNA-seq or in situ hybridization, we confirmed upregulation of CTNND2, NCAM2, and NTRK2 by MIA and their normalization by microglial repopulation at P60 (Fig. 3f–h). Although MIA did not increase protein expression level in NTN or PTN, there was significant reduction by PLX in PTN in both Saline + REP and MIA + REP offspring (Fig. 3i, j). MIA had effect on WNT5A protein level, however PLX did not have treatment effect (Fig. 3k). Reactive synaptogenesis associated with microglial activation after inflammatory events has been reported in various conditions such as experimental models of epilepsy [42–44], facial nerve axotomy [45], and ischemia [36]. To understand how such transcriptome and translational changes in MIA offspring alter the interaction of microglia at pre- and post-synapse formations, we analyzed the effect of MIA on synaptic density and microglial interactions with specific pre- and post-synaptic neuronal structures in the layer V of mPFC using immunohistochemistry (Supplementary Fig. 3d). We observed a significant increase of P2RY12^+^/IBA1^+^ microglial contacts with VGLUT2^+^ presynaptic axon terminals, and the subset of excitatory synapses labeled with VGLUT2^+^/PSD95^+^ in MIA + CTRL compared with Saline + CTRL male offspring at P60 (Supplementary Fig. 3e). This indicates a potentially enhanced microglial interaction with neuronal synaptic structures in layer V neuropil of mPFC in MIA. Total excitatory synaptic density, measured as the number of PSD95^+^ puncta [46], did not differ between Saline + CTRL and MIA + CTRL (Supplementary Fig. 3f). We found a trend of increased number of VGLUT2^+^ puncta in MIA + CTRL group and a significantly increased number of VGLUT2^+^/PSD95^+^ synapses in MIA + CTRL compared with Saline + CTRL (Supplementary Fig. 3f). Taken together, these results suggest that immune perturbation during pregnancy may drive microglial transcriptome and proteome toward increased interaction and synaptogenic support, whereas PLX treatment on MIA adult offspring reverse microglial aberrant function and recover their homeostatic phenotype.

### Microglia repopulation ameliorates MIA-induced changes in neurophysiological properties

Microglia migrate along callosal and subcerebral tracts to cortical deep layers at the early postnatal phase, and support survival of layer V pyramidal cells during development [47]. The deep layer of the mPFC has also been implicated in aberrant neuronal circuitry and synchrony in MIA [21]. To determine if microglial transcriptomic and proteomic changes during MIA have an effect on neuronal activity in this region, we performed whole-cell patch clamp recordings from layer V pyramidal neurons in slices of the mPFC from P60 male mice (Fig. 4a). Neurons were classified as intrinsically bursting (IB) or regular spiking (RS) as described in “Methods” (Fig. 4b). Layer V contains excitatory neurons and synapses involved in both cortico-cortical and cortico-subcortical circuitry [48]. IB neurons comprise a relatively small subset (10–20%) of cortical neuronal projections to subcortical structures such as the striatum and thalamus, whereas RS neurons give rise to projections to ipsilateral or contralateral cortex or striatum [48, 49]. There were no significant effects of MIA on the electrophysiological properties of RS neurons (Supplementary Figs. 4a–l); thus, all the rest of data presented are from IB neurons. IB neurons in MIA + CTRL offspring showed significantly increased input resistance (Rn), relative to Saline + CTRL offspring; this significant difference was not seen in MIA + MG-REP compared with Saline + CTRL neurons (Fig. 4c, d). Neurons from MIA + CTRL mice exhibited significantly prolonged action potential (AP) kinetics (Fig. 4e), including increased duration at half amplitude (Fig. 4f), increased AP rise time (Fig. 4g), and increased AP fall time compared with Saline + CTRL (Fig. 4h). These kinetic changes were reversed in MIA + MG-REP neurons, which did not differ from Saline + CTRL neurons except AP rise time (Fig. 4f–h). There were no effects of MIA on other intrinsic firing properties. In addition, PLX treatment show increase in input resistance, duration, AP rise time and fall time in Saline + MG-REP neurons compared with Saline + CTRL neurons. We next measured spontaneous excitatory postsynaptic currents (sEPSCs) and tetrodotoxin-insensitive miniature excitatory postsynaptic currents (mEPSCs). MIA resulted in a significant decrease in the mean sEPSC amplitude in MIA + CTRL compared with Saline + CTRL neurons, which was not reversed by MG-REP **(**Fig. 4i, j). MIA had no effect on sEPSC frequency or rise time but had an effect on decay time (Fig. 4k–m). Furthermore, sEPSCs amplitude in Saline + MG-REP neurons showed significant reduction compared with Saline + CTRL neurons, suggesting possible functional change in replenished microglia. This could be due to the reduction in homeostatic gene expression in Saline + MG-REP microglia, particularly Cx3cr1 (Fig. 2b). Indeed, recent study reports that deletion of Cx3cr1 reduces EPSC amplitude in CA1 synapses [50]. 

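*Cx3cr1* (NM_009987, chromosome 9 of GRCm38.p6 from 120048683 to 120068296) had 1578 ± 37.9 TPM (SD, n = 3) in Saline + MG-REP and 4093 ± 796 TPM (SD, n = 3) in Saline + CTRL. The log2 fold change was −1.36 (SE 0.19, adjusted p = 5.86e-06, limma; exact permutation test, p = 0.1), from −1.49 to −1.21 with 1 library left out. In MIA offspring it had 3434 ± 263 TPM in MG-REP and 3628 ± 606 TPM in CTRL, a log2 fold change of −0.07 (adjusted p = 0.979, limma), which turned to 0.08 with the *Xist* covariate and to 0.02 without MIA + CTRL library 3.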

Induction of DAM/MGnD phenotype in Saline + MG-REP but not in MIA + MG-REP microglia could affect development of glutamatergic synapses. There were no effects of MIA or PLX on spontaneous inhibitory postsynaptic currents (sIPSC) of IB cells (Supplementary Figs. 4m–p). Interestingly, there was no change in amplitude or kinetics of mEPSCs, but there was a significant increase in the mEPSC frequency in the MIA group; an effect that was not reversed by MG-REP (Supplementary Figs. 4q–t). In summary, IB but not RS layer V pyramidal neurons in MIA offspring exhibit functionally significant changes in intrinsic and synaptic response properties, including slower AP kinetics and reduced amplitude sEPSCs, effects that were partially reversed by microglial repopulation.

**Fig. 4:**
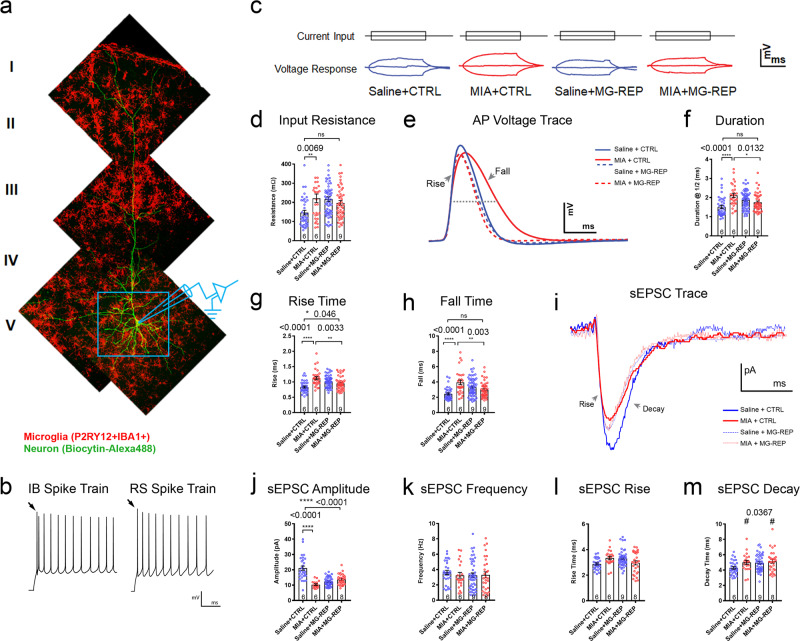
MIA-induced alterations to intrinsic membrane and excitatory synaptic current properties are ameliorated by microglial repopulation. **a** Experimental design: Whole-cell patch-clamp recordings were performed on layer V pyramidal neurons. Merged confocal *z*-stacks showing biocytin-filled neuron (green) and P2RY12^+^IBA1^+^ microglia (red) from layer V to layer I of the medial prefrontal cortex (mPFC) of male mouse. **b** Representative repetitive action potential firing responses to a +120 pA current step of an intrinsically bursting (IB) and a regular spiking (RS) layer V pyramidal neuron. Note the initial action potential doublet in the IB cell (arrow, left), compared with the initial single action potential in the RS cell (arrow, right). Scale bar: *y*-axis = 20 mV, *x*-axis = 250 ms. **c** Voltage responses (bottom traces) to 200 ms depolarizing (+20 pA) and hyperpolarizing (−20 pA) current steps (top traces) in representative neurons from each of the four groups. Scale bar: *y*-axis = 4 mV, *x*-axis = 100 ms. **d**–**h**: Intrinsic properties of layer V IB cells: **d** Mean input resistance (Rn) Prenatal treatment effect, *F*(1,164) = 3.4573, *p* = 0.0648, Drug effect, *F*(1,164) = 2.6039, *p* = 0.1085, Interaction effect, *F*(1,164) = 10.40917, *p* = 0.0015. **e** Representative traces of action potentials from layer V pyramidal neurons in slices prepared from Saline + CTRL (blue), MIA + CTRL (red), Saline + MG-REP (blue dotted) and MIA + MG-REP (red dotted) mice, which revealed MIA offspring displaying significantly slower AP kinetics (**f**–**h**) that were recovered via repopulation. Scale bar: *y*-axis = 20 mV, *x*-axis = 1 ms. **f** Mean duration at half maximal amplitude of the action potential (denoted by horizontal dotted line in **e**). Prenatal treatment effect, *F*(1,168) = 9.570, *p* = 0.0023 Drug effect, *F*(1,168) = 0.001748, *p* = 0.9667, Interaction effect, *F*(1,168) = 21.06908, *p* < 0.0001. **g** Mean rise, Prenatal treatment effect, *F*(1,166) = 12.44126, *p* = 0.0005, Drug effect, *F*(1,166) = 0.02641, *p* = 0.8711, Interaction effect, *F*(1,166) = 29.5484 *p* < 0.0001. **h** Fall time of the action potential. Prenatal treatment effect, *F*(1,166) = 10.2777, *p* = 0.0016 Drug effect, *F*(1,166) = 0.076, *p* = 0.7831, Interaction effect, *F*(1,166) = 25.099, *p* < 0.0001. Neurons in each group: *n* *=* (38/6/4, 30/6/4, 60/9/6, 45/9/7) cells/male mice/litters for (Saline + CTRL, MIA + CTRL, Saline + MG-REP, MIA + MG-REP). **i** Representative waveforms of averaged spontaneous excitatory postsynaptic current (sEPSC) in Saline + CTRL (blue), MIA + CTRL (red), Saline + MG-REP (blue dotted), and MIA + MG-REP (red dotted) layer V neurons indicating significant MIA effect in certain sEPSC properties. Scale bar: *y*-axis = 4pA, *x*-axis = 10 ms. sEPSC of layer V IB cells: **j** Mean sEPSC amplitude, Prenatal treatment effect, *F*(1,114) = 27.6523, *p* < 0.0001, Drug effect, *F*(1,114) = 9.811, *p* = 0.0022, Interaction effect, F(1,114) = 47.32085, *p* < 0.0001. **k** Mean sEPSC frequency, Prenatal treatment effect, *F*(1,121) = 0.20, *p* = 0.6555 Drug effect, *F*(1,121) = 0.216094, *p* = 0.6463, Interaction effect, *F*(1,121) = 0.4017, *p* = 0.5274. **l** Mean sEPSC rise time, Prenatal treatment effect, *F*(1,121) = 0.2817, *p* = 0.5966 Drug effect, *F*(1,121) = 0.3228, *p* = 0.8577, Interaction effect, *F*(1,121) = 11.2053, *p* = 0.0011. **m** Mean sEPSC decay time, Prenatal treatment effect^#^, *F*(1,119) = 4.4625, *p* = 0.0367 Drug effect, *F*(1,119) = 2.9849, *p* = 0.0866, Interaction effect, *F*(1,119) = 1.4879, *p* = 0.2250. Neurons in each group: *n* *=* (29/6/4, 20/6/4, 46/9/6, 30/8/6) cells/male mice/litters in the same order as **d**–**h**. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001, ns denotes no significance; determined by 2-way ANOVA (alpha = 0.05) and Tukey’s post-hoc. Graphs indicate mean ± s.e.m.

### Microglia repopulation reverses increased basal dendritic spine density and enhanced microglia–neuron interactions in MIA offspring

Neuronal plasticity and connectivity depend on changes in dendritic spine morphology and density. Our results showing aberrant production of cellular protrusion/ neuritogenic factors from MIA microglia suggests possible spine dysgenesis in MIA offspring. Therefore, we assessed the effects of MIA and microglial repopulation on dendritic spine density and their sub-classifications of basal dendrites in biocytin-filled and electrophysiologically characterized layer V IB cells in male offspring at P60 as previously described [51] (Fig. 5a). Microglia repopulation did not alter the spine characteristics in Saline offspring (Fig. 5b–f). Notably, total and filopodia spine densities were significantly increased in MIA + CTRL offspring but not for stubby or mushroom spine densities (Fig. 5b–f and Supplementary Fig. 5a). Microglia repopulation (MIA + MG-REP) normalized the difference seen in total and filopodia spine density between Saline + CTRL and MIA + CTRL offspring (Fig. 5b, f). Spine dysgenesis is a common abnormality observed in neurodevelopmental disorders, including increased spine density reported in MIA offspring [52, 53]. On the other hand, Coiro et al. has previously reported the reduction of spine densities in layer V pyramidal neurons in the somatosensory cortex at P17-19 and 3 months of age, which may be due to the different regimen they used for the MIA induction injecting poly(I:C) at E12.5 in comparison to E9.5 in our study and the difference in the tested brain region [54]. Importantly, microglia have an established role in synaptic plasticity [55], and their contacts to dendritic shafts induce filopodia formation [56, 57]. Thus, morphological changes observed in dendritic spines may be due to their interaction with microglia. We characterized microglial interactions with biocytin-filled basal dendritic spines of layer V IB pyramidal neurons of male offspring (Fig. 5g and Supplementary Figs. 5b–e). MIA increased microglial interactions with total, thin and mushroom spines in MIA + CTRL compared with Saline + CTRL group, while microglial repopulation (MIA + MG-REP) negated this effect (Fig. 5h–j). Microglial interactions with dendritic spines were further divided into three subtypes based on the proximity of microglial processes to dendritic spines (Supplementary Fig. 5f, g). All types of microglia–spine interactions were increased in MIA + CTRL compared with the Saline + CTRL group, but there was no differences between Saline + CTRL and MIA + MG-REP groups (Supplementary Figs. 5h-j). To validate the effect of MIA microglia on spine formations, we performed confocal microscopic live-imaging of primary mouse cortical neurons co-cultured with FACS-purified microglia isolated from E17 Saline + CTRL or MIA + CTRL offspring, the time point we saw robust changes in microglial gene expression by MIA, at days in vitro 19 (DIV19). Interestingly, co-cultured MIA microglia significantly increased the proportion of filopodia spines as compared with co-cultured saline microglia (Supplementary Figs. 5k, l), reflecting the in vivo finding of enhanced filopodia formation in MIA offspring. These findings imply morphological changes in layer V pyramidal neurons, which are paralleled with their interaction with microglia in MIA offspring and reversed after PLX treatment.

**Fig. 5:**
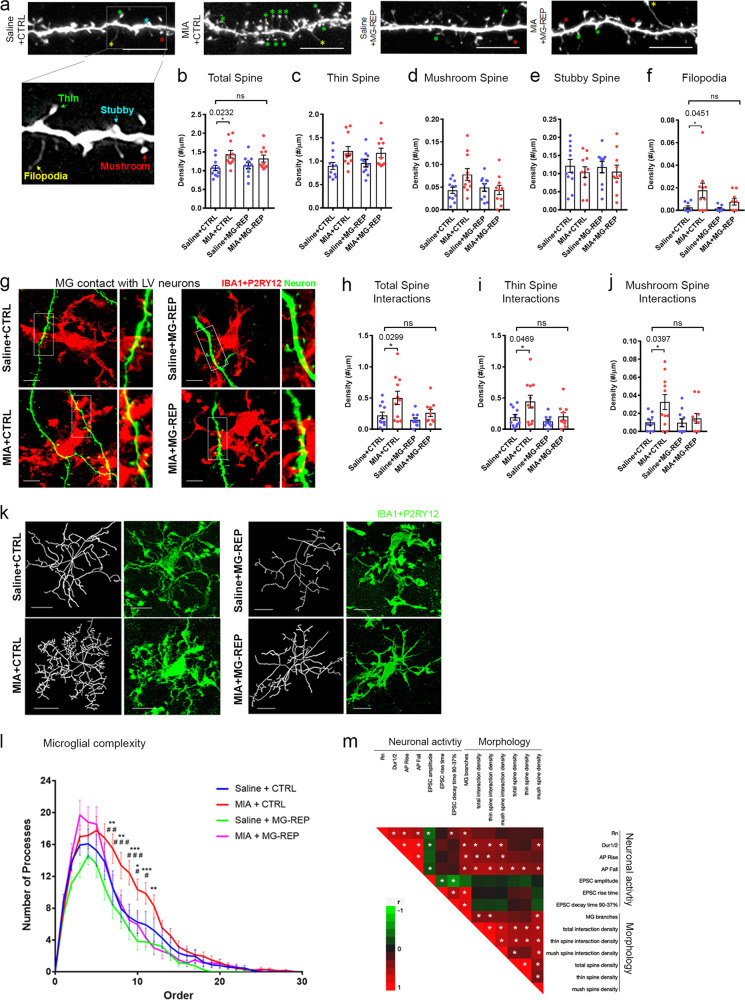
CSF1R inhibitor treatment reverses increased basal dendritic spine density and enhanced microglia-neuron interactions in MIA offspring. **a** Representative confocal images of biocytin-filled basal dendrites and spines of layer V pyramidal neurons of male mice. Scale bar = 7 μm. Asterisks mark each spine subtype: yellow = filopodia, red = mushroom, blue = stubby, green = thin. **b**-**f** MIA induces an increase in spine densities of layer V IB cells: MIA offspring display an increase in total, Prenatal treatment effect, *F*(1,38) = 9.7002, *p* = 0.035 Drug effect, *F*(1,38) = 0.08105, *p* = 0.7775, Interaction effect, *F*(1,38) = 1.67, *p* = 0.3082 (**b**) and filopodia Prenatal treatment effect, F(1,32) = 7.0552, *p* = 0.0122 Drug effect, *F*(1,32) = 2.07424, *p* = 0.1595, Interaction effect, *F*(1,32) = 1.276, *p* = 0.267 (**e**) spine densities, which is absent between Saline and MIA MG-REP groups. Thin (**c**), mushroom Prenatal treatment effect, *F*(1,38) = 2.3087, *p* = 0.1435, Drug effect, *F*(1,38) = 1.9774, *p* = 0.1678, Interaction effect, *F*(1,38) = 4.1241, *p* = 0.0493 (**d**) or stubby, Prenatal treatment effect, *F*(1,38) = 0.8267, *p* = 0.369 Drug effect, *F*(1,38) = 0.004168, *p* = 0.9489, Interaction effect, *F*(1,38) = 0.01588, *p* = 0.9007 (**f**) spine densities are unchanged. **g** Representative images of microglia (red) interacting with basal dendritic spines (green) of layer V pyramidal IB cells. Interaction was analyzed as described in Supplementary Figs. 5b–f. Scale bar = 4 μm. MIA offspring display an increase in microglia-spine interactions, which is absent between Saline and MIA MG-REP groups: Number of microglial interactions with total, Prenatal treatment effect, *F*(1,38) = 7.9465, *p* = 0.0076, Drug effect, *F*(1,38) = 5.09753, *p* = 0.0298, Interaction effect, *F*(1,38) = 1.4105, *p* = 0.2423 (**h**), thin Prenatal treatment effect, *F*(1,38) = 6.2423, *p* = 0.0169, Drug effect, *F*(1,38) = 5.089, *p* = 0.0299, Interaction effect, *F*(1,38) = 1.5544, *p* = 0.2201 (**i**) and mushroom spines Prenatal treatment effect, *F*(1,37) = 5.5939, *p* = 0.0234, Drug effect, *F*(1,37) = 2.5284, *p* = 0.1203, Interaction effect, *F*(1,37) = 2.3474, *p* = 0.1340 (**j**). **b**–**f**, **h**–**j**, Dendrites at least 95 µm distant from cell soma were evaluated. *n* = (11/8/5/3, 11/8/5/4, 10/8/5/3, 10/4/3/3), dendrites/cells/male mice/litters for (Saline + CTRL, MIA + CTRL, Saline + MG-REP, MIA + MG-REP). *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001, ns denotes no significance; determined by 2-way ANOVA (alpha = 0.05) and Tukey’s post-hoc. Graphs indicate mean ± s.e.m. **k** Representative P2RY12^+^IBA1^+^ microglia ×40 original magnification. Scale bar = 10 μm. **l** Microglial branch tracings shows that microglia repopulation normalizes MIA-induced hyper-ramification. Colors of trace points denote branch order. *n* *=* (25/6/4, 36/5/4, 24/6/4, 20/6/5) (cells/male mice/litters) for Saline + CTRL, MIA + CTRL, Saline + MG-REP, MIA + MG-REP. One, two, and three * or # symbols denote *p* < 0.05, 0.01, 0.001, between MIA + CTRL vs. Saline + CTRL or MIA + MG-REP by 2-way ANOVA and Tukey’s post-hoc, respectively. **m** Spearman’s correlation analysis of neuronal activities and morphological data from within-cell comparisons. Color map of rho values for positive and negative correlations from red (1) to green (−1). The properties of neuronal activities from IB cells include Rn, Dur1/2, AP rise, AP fall, sEPSC amplitude, sEPSC rise time, and sEPSC decay time. The properties of morphological assessments include MG branches (at 9th order), total spine interaction (with microglia) density (per dendritic length), thins spine interaction density, mush(room) spine interaction density, total spine density, thin spine density and mush(room) spine density. * denotes *p* < 0.05 as determined by Pearson’s correlation.

Microglia, as immune surveyors, display heterogeneous morphologies that reflect their response to the environmental cues [5]. Changes we observed in gene expression profiles of microglia, such as enhanced formation of cellular protrusions, and closer interactions between microglia and dendritic spines may correspond with morphological changes in MIA microglia. To determine MIA effect on microglial morphology and whether MIA phenotype is retained in repopulated microglia, we analyzed the morphology of microglia from P60 CTRL and MG-REP male offspring in layer V of the mPFC. Confocal imaging and three-dimensional analysis of microglia with P2RY12 and IBA1double-immunofluorescence revealed complex branches up to the 25th order (Fig. 5k). We found significantly increased ramification in MIA + CTRL compared with Saline + CTRL microglia (Fig. 5k top and bottom left panels) via three-dimensional tracing and quantification of microglial branches [58], suggesting that MIA induces heightened complexity in microglial branching (Fig. 5l, red versus blue, increased branch number at 8th–12th orders). Interestingly, repopulated microglia recovered normal branching morphology in MIA + MG-REP (Fig. 5k, bottom right panels and 5l, red versus magenta).

Finally, to determine how morphological changes in microglia and dendritic spines and their interactions may affect synaptic property, we performed pairwise Spearman’s correlation analyses of morphological (microglia and neuron) and neurophysiological properties using the same biocytin-filled IB cells and their corresponding microglial interactions (Fig. 5m, Supplementary Table 6). The number of microglial branches was positively correlated with microglial spine interactions (total and thin spines) and mushroom spine density. Furthermore, increased microglial branches were positively correlated with changes in intrinsic membrane properties (Rn) and kinetics of action potentials (duration, rise, fall), and kinetics of excitatory postsynaptic activity (EPSC rise and decay), reflective of postsynaptic neuronal response (Fig. 5m). In addition, microglial interaction with dendritic spines (total, thin and mushroom spines) was positively correlated with kinetics of action potentials (duration, rise, fall).

Collectively, these findings suggest that MIA induces aberrant microglial morphological structure, microglia-spine interaction, and synaptogenesis, which were partially corrected by microglial repopulation. Spearman correlation analysis reveals synergistic positive correlation of microglial branching with their synaptic interactions, intrinsic firing kinetics, and EPSC properties of interacting IB cells.

## Discussion

Our results reveal that microglia play a pivotal role in altering neuronal development and the abnormal behaviors induced by MIA. Establishing the link between prenatal neuroimmune abnormalities and neuronal developmental defects has been challenging. Here, we systematically characterized the role of microglia in the MIA phenotype under microglial repopulation using behavioral, electrophysiological, cellular, and molecular approaches. We demonstrated that MIA leads to lifelong disruptions of microglial transcriptome and microglia–synapse interactions, which coalesce with synaptic defects including increased immature spine density and enhanced repetitive behavior, and social deficits (Supplementary Fig. 5m). VGLUT2^+^/PSD95^+^ puncta in layer V cortex represents a subset of synapses, formed by axons originating mostly from neurons in the thalamus, which make up ~90% of VGLUT2^+^ projections to the mPFC [59]. Our data show that specific subsets of thalamo-cortical input (VGLUT2^+^ synapses) and putative cortico-thalamic output neurons (IB cells) in the mPFC are selectively affected in MIA.

Microglial repopulation may be a potential therapeutic approach for neurodevelopmental disorders associated with prenatal immune insults. PLX treatment targeting CSF1R reverses synaptic abnormality including increased immature spine densities and abnormal behavior in MIA offspring, suggesting that inflammation-induced microglial and synaptic dysfunction may be plastic and reversible. A recent single cell RNA-seq study of repopulated microglia at day 5 of the repopulation period also found that repopulated microglia differ from the original microglia [16]. This indicates that repopulation may facilitate the functional correction of MIA microglia. Indeed, we observed PLX treatment downregulates the microglial protein expression level of cellular protrusion/neuritogenic factors, and synaptogenic property and restored homeostatic immune function. Aberrant neuronal support by exacerbated secretion of those factors from MIA microglia could be detrimental during neural development, which requires precise programming and wiring of neural networks. Our data revealed elevated mRNA expression of cellular protrusion molecules by RNA-seq analysis, in situ hybridization, qPCR, and elevated protein levels in MIA microglia compared with Saline microglia. Augmented transcription and translation of specific synaptic genes may be a novel convergence point of MIA-induced and genetic neurodevelopmental diseases. ASD related gene mutations such as *FMR1, PTEN*, *EIF4E*, and *CYFIP*, increase gene transcription and protein translation, and are closely associated with increased number of immature synapses (filopodia-like protrusions) and synaptic strength [60, 61]. 

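Between MIA and Saline at E17, *Ctnnd2* (26.2 ± 24.8 against 11.0 ± 3.90 TPM, SD, n = 3) changed by a log2 of 0.86 (SE 0.53, unadjusted p-value 0.121 in limma), and by 0.15 without E17 MIA library 1. *Enc1* (NM_007930, chromosome 13 of GRCm38.p6 from 97241105 to 97253040, 167 ± 90.1 against 94.0 ± 31.5 TPM) changed by 0.73 (unadjusted p-value 0.0158 in limma), and by 0.33 without that library. *Ntrk3* (NM_008746, chromosome 7, 78179986 to 78581034, 3.37 ± 3.12 against 1.18 ± 0.756 TPM) changed by 0.84 (unadjusted p-value 0.0317 in limma), and by 0.30 without it. *Brsk2* (NM_001009930, chromosome 7, 141949751 to 142004244, 2.10 ± 2.13 against 0.643 ± 0.428 TPM) changed by 0.74 (0.22 without it), *Ntrk2* (23.6 ± 15.9 against 9.31 ± 4.42 TPM) by 1.09 (0.60 without it) and *Ryr2* (NM_023868, chromosome 13, 11553099 to 12106945, 1.10 ± 0.595 against 0.48 ± 0.234 TPM) by 0.48 (0.28 without it). All 6 were higher in MIA, and none had an adjusted p-value under 0.05 in limma.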

Among enriched cellular protrusion/neuritogenic molecules in our MIA microglial molecular profiling, *Ctnnd2, Enc1, Brsk2, Ntrk2, Ntrk3*, and *Ryr2* are also FMRP-targeted genes [62, 63]. Moreover, we identified significant gene expression enrichment between AM genes and subsets of molecules found in ASD and schizophrenia. This overlap suggests that a common mechanism may exist between the microglial dysfunction induced by MIA and neurodevelopmental disorders, culminating in altered neuronal circuit formation and abnormal behaviors.

In summary, our results indicate the plasticity of prenatally-immune-perturbed microglia and neurons and the potential therapeutic application of CSFR1 inhibitors to MIA-related neurodevelopmental disorders.

## Material and methods

### Animals

Male and female C57BL6/J mice (Jackson Laboratory) mice were kept on a 12-h light/12-h dark schedule with access to chow ad libitum. Pregnant mothers were single-housed after timed mating. Offspring were weaned at P21 and group-housed with 2–5 same sex littermates per cage. For all behavior studies, only male mice were used and separated litters for MIA and saline group were used due to prenatal injection of pregnant mothers. The number, sex, and age of animals for each experiment were listed in Figure Legends. No statistical methods were used to predetermine sample size, and randomization of samples was not required. All animal procedures followed the guidelines of the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Boston University Institutional Animal Care and Use Committee.

### Neuron and microglia co-culture preparation

Murine primary cortical neurons were isolated as previously reported [64]. Briefly, cortex of the embryonic mice at E16.5 were isolated in Hibernate-E medium (ThermoFisher) at 4 °C. Tissues were cut into 1-mm^3^ pieces and incubated with 0.25% trypsin-EDTA solution (ThermoFisher) for 15 min at 37 °C and dissociated into single cells by gentle trituration. Neurons were then plated at a density of 1.0 × E4 cells per chamber on poly-D-lysine pre-coated 35 mm glass-bottom dishes with four micro-chambers (Ibidi) with DMEM (ThermoFisher) containing 20% fetal bovine serum in 37 °C 5%CO_2_ with controlled humidity incubator. Four hours later, the medium was refreshed with neuronal culture medium (Neurobasal medium, 2% B27, 2 mM Glutamax). Media were changed by half every two days. At days in vitro (DIV) 3, neurons were infected with CMV-rtTA (Addgene) and TetO-hNGN2-EGFP (Addgene) lentivirus. One day after the infection, 2 μg/ml doxycycline (Sigma-Aldrich) was added in media to induce neuron maturation and GFP expression. At DIV14, embryonic murine microglia were isolated and cultured in Neurobasal medium (ThermoFisher) supplemented with 20 ng/ml CSF1 (R&D System) as previously described using FACS as CD11b^+^FCRLS^+^LY6C^–^ cells except from E17.5 embryonic brains derived of Saline or poly(I:C) injected dam (*n* = 10 pooled embryos from 1–2 litters). Microglia were plated at a density of 2.5 × 10^4^ cells per chamber with DIV14 neurons. Neurobasal medium was refreshed two days later with 20 ng/ml murine CSF1 and 2 μg/ml doxycycline.

### Maternal immune activation and microglia depletion/repopulation

#### Maternal immune activation

Eight to twelve weeks old adult female C57BL6/J mice were subjected to timed-mating with male C57BL6/J mice. One to two female mice were placed in the male’s cage between 2 and 3 p.m., and female mice were checked for presence of a vaginal plug 16–17 h later. On embryonic day 9.5 (E9.5), female mice were intraperitoneally (ip) injected with 20 mg/kg poly(I:C) in potassium salts (Santa Cruz Biotech, supplied at ~10% of the total weight of the salt. Dosage was based on the weight of poly(I:C) itself, calculated for the exact percentage for each lot [65]. E9.5 corresponds to the middle of the first trimester in terms of human developmental biology, at which time studies have reported increased likelihood of prenatal infection being associated with neurodevelopmental alterations in humans [2]. This paradigm has been confirmed to lead to physiological markers of immune response in mothers and microglial alterations in offspring [66].

#### Microglia depletion and repopulation

Microglia depletion and subsequent repopulation was achieved through administration of the colony stimulating factor 1 receptor (CSF1R) inhibitors PLX5622 (1200 ppm delivering daily doses of 168 mg/kg) (Plexxikon, Inc., mixed into AIN-76A standard chow by Research Diets, Inc.) from postnatal day P21-42 (MG-REP group) [14, 15].

## Behavioral testing

All behavioral tests were performed in an empty testing room within the animal vivarium, during the light cycle between the hours of 9 a.m. and 6 p.m. For all tests, animals were habituated in the test room for at least 1 h before the start of testing. A test-free period of 5–7 days was used between behavioral tests. A white noise machine was used on low setting for all tests except the three-chamber social interaction test for which communication is important. The lighting, humidity, temperature, and ventilation were kept as constant as possible in the testing room. The experimenter was not present in the room during any of the tests. When possible, the experimenter performing behavior tests was blind to the treatment group; PLX-containing chow is differently colored than control chow, thus it was impossible to blind the experimenter to the difference between chow groups. All behavioral analyses were performed in a blinded manner. Animal number is reported in Figure legends.

### Self-grooming test

The self-grooming test was performed as described [3]. Briefly, mice were placed individually in a 6.5-cm diameter × 12-cm tall clear glass beaker covered with a filter top. After a 10 min habituation period in the cage, mice were video-recorded for 10 min. Beakers were only used once per day and rinsed with warm water and soap and thoroughly dried at the end of each day. Videos were analyzed by an experimenter blinded to the treatment groups. Self-grooming was considered any time the mouse touched themselves with their mouth or paws.

### Three-chamber social interaction test

The social interaction test was performed as described [67, 68]. An opaque plexiglass three-chambered apparatus was custom-designed by our lab and fabricated by Boston University Scientific Instrument Facility. A mouse was placed in the middle chamber with door-blocking walls in place, and left to habituate for 5 min. Then, an unfamiliar same age, sex, and weight-matched mouse (within 5 g) mouse was placed in a clear perforated plexiglass cylinder in one of the side chambers, to the right or left of the entranceway. An identical empty cylinder was placed in the opposite side chamber. The chamber wall dividers were removed, and the test mouse was allowed to explore freely for 10 min while being video recorded. The mouse was then placed in a new empty cage and the apparatus was cleaned thoroughly with 20% ethanol. The time spent in each chamber, number of entries into each chamber, was video-tracked using Ethovision XT14 software.

### Ultrasonic vocalizations test

USV testing was performed modified from Malkova et al. [3]. Males were isolated on P62 and housed singly for 7 days prior to USV testing, on P68. Mice that underwent USV testing did not undergo social approach testing. In order to establish sexual experience to facilitate USV, an adult female mouse was placed in each male’s cage for 15 min per day, for 4 days prior to USV testing (between P64-P67). On the day of testing, male mice were placed in a clean cage in a sound attenuating chamber for habituation for 10 min. An unfamiliar, age-matched, estrous female was then added to the cage and USVs were recorded for 3 min. Females were assessed for estrus cycle using visual inspection, as previously established [3]. Female mice were only used once per day. USVs were recorded using an Avisoft Biocaoustics Condenser ultrasound microphone (suspended 20 cm above the cage floor) and Avisoft-RECORDER. USVs were automatically analyzed using Avisoft-SASLab Pro, after a fast Fourier transformation (FFT-length: 512, frame: 100%—hamming window, time window overlap: 75%), using a threshold-based algorithm with a hold-time of 30 ms. The total number of vocalizations produced was recorded.

### Microglia isolation and whole-genome RNA expression analyses

#### Cell Isolation procedure + RNA extraction

Primary microglia were isolated from the offspring of saline or poly(I:C)-treated mothers under sterile conditions, using CD11B MicroBeads (Miltenyi Biotec) according to the manufacturer’s protocol. CD11B^+^ cells (1–4 million cells per sample, where “sample” = one pool of brains from one litter at E17, one pool of three brains from P7, or an individual brain for P20 and P60 mice) were immediately lysed in Qiazol (Qiagen) and frozen at −80 °C. RNA was extracted using the miRNeasy kit (Qiagen), and quantified using a Nanodrop (ThermoFisher, 260/280 = 1.9–2.1). A Qubit (ThermoFisher) was used to confirm concentration in a portion of samples. RNA concentration and purity were confirmed by Bioanalyzer 2100 (Agilent Technologies). All samples had a RIN between 8.5 and 10.

#### RNA sequencing

Truseq (Illumina) non-stranded cDNA libraries were constructed from poly(A)-enriched mRNA. RNA sequencing was performed using Illumina HiSeq2000 at the Massachusetts Institute of Technology (MIT) MicroBio Center using 40-base pair single end reads, with at least 20 million reads per sample (one sample = library constructed from RNA isolated from the microglia of one whole brain (P20 and P60 groups), pooled whole brains (P7 groups) or whole brains of one litter (E17 embryos). The Bioconductor Rsubread package in the R programming language was used to align reads to the mouse genome and obtain feature counts [69]. To build an index to map the reads, the R function “buildindex” was used with the mm10 Mus musculus reference genome. To align the reads, the Rsubread function “Align” was used with the “seed- and-vote” paradigm for read mapping, which reports the largest mappable region for each read. This generated (.bam) files for read summarization. For read summarization, an annotation file (.gtf) from UCSC genome browser (https://genome.ucsc.edu) was used, with the Rsubread function “featureCounts,” to assign reads to genomic features of interest once they are mapped to the reference genome. The BatchQC pipeline [70] was used to check the effect of multiple batches during sequencing and technical bias due to sequencing being processed in different batches; no such effects were found. We evaluated litter and gender as possible confounding effects. Based on this analysis and our balanced experimental design, we concluded that there was no evidence that these variables modified the effect of treatment or any of our downstream conclusions. Principal component analysis was run to compare variability between different groups per age per condition using BatchQC. Comparison analyses between groups were performed in EdgeR [33]. A generalized linear model with Quasi Likelihood F (QL-F) testing (glmQLFit) was used for paired and group comparisons. Feature count data was grouped, normalized, and dispersions were estimated. Data was then filtered to retain all genes with counts per million (CPM) of 2 or above in at least three replicates (out of 30 total replicates), yielding 14,225 genes. For paired comparisons, an exact test was performed and genes with *p* < 0.05 were considered significantly different. For group comparisons, a model matrix was designed according to condition [poly(I:C)] and treatment (MG-REP), data was normalized, dispersions were estimated, and glmQLFit was performed. For within-group age comparisons, the “makeContrast” R function was used. Genes with *p* < 0.05 from respective comparisons were considered significant. *ComplexHeatmaps* R package was used to perform K means clustering (*k* *=* 5) and create a heatmap of clustered genes. The optimal cluster number was determined based on the Elbow method. For IPA (Qiagen bioinformatics) of RNA-seq data, gene lists of exact test results (MIA versus Saline) were uploaded to IPA (with corresponding *p* values and fold changes), and core analyses were run to determine upstream regulators, canonical pathways, biological functions, and diseases associated with each comparison. The identified upstream pathways or biological processes showed significant enrichment with *p* < 0.01 in at least one of the four or five comparison groups. Multiplot Studio (GenePattern Archive) was used to create volcano plots, Venny 2.1 (BioinfoGP, http://bioinfogp.cnb.csic.es/tools/venny/) was used to create Venn diagrams.

#### Assessment of microglia purity

To verify purity of RNA-seq across ages and conditions, we assessed expression of cell-type specific markers (derived from Barres dataset of mouse neurons, astrocytes, oligodendrocytes, endothelial cells, and microglia) [25], which demonstrate average of 98% purity.

The following genes: *Dcx, Npas4, Npy, Reln, Tubb3* (neurons), *Mag, Mbp, Mog, Ppapdc1a, Sox10* (oligodendrocytes), *Aqp4, Gfap, Gdpd2, Plcd4, Slc7a2*, (astrocytes), *Emcn, Ocln, Pecam1, Slc16a4, Tek* (endothelial cells), *C1qa, Csf1r, Cx3cr1, Fcrls, Hexb* (microglia) were used to determine purity. Transcripts per million (TPM) for each sample was determined from RNAseq data, and percentage of each cell type marker was calculated normalized to the total TPM of purity analysis genes within each sample.

#### JMP hierarchical clustering and principal components analysis

JMP Pro 10 statistical software (SAS) was used for hierarchical clustering, principal component analysis (PCA), and pairwise correlation analyses. For hierarchical clustering, gene expression data were normalized and clustered using *k*-means centroid-based clustering. PC analysis was performed on the entire gene expression datasets for each group, to show how the PCs explain the variation in the data. The PC points were derived from the eigenvector linear combination of the variables.

#### Gene ontology (GO) biological functions and pathway analysis

To determine the biological meaning of large gene lists, we used the Database for Annotation, Visualization, and Integrated Discovery (DAVID, version 6.8) [71] to calculate enrichment for gene ontology terms (GO Direct_BP; biological process). Gene lists were analyzed for overrepresentation of biological functions with Bonferroni, Benjamini, and FDR correction for multiple comparisons and in some cases functions with their respective *p* values of enrichment were graphed in Prism 6.0 (GraphPad). For Fig. 3a, genes from the AM module were sorted by expression ratio between MIA and Saline. Those genes with an expression ratio <1 in MIA versus Saline were sorted for expression ratio in MIA versus MIA + MG-REP. If direction of change was the same in MIA versus Saline and MIA versus MIA + MG-REP, the gene was included in the final list. The final lists of genes that is decreased in MIA versus Saline, and then increased in MIA + MG-REP versus MIA (or vice-versa) was input to DAVID and the top ten GO terms (biological process) were graphed. For all DAVID analyses, we used the default search settings, and a background list of 14,225 microglial expressed genes. To verify our GO findings, we performed 10,000-fold permutation tests to further establish the significance of GO overrepresentation within our overlapping gene lists. Raw and FDR-corrected (method: Bonferroni) *p* values were calculated.

#### Human gene expression data comparisons

Human orthologs of *Mus musculus* genes were determined using Biomart (http://useast.ensembl.org/biomart). Venn diagrams were created using Venny 2.1. Microglia gene lists were compared with published lists of ASD, schizophrenia, and intellectual disability-associated genes, synaptic and postsynaptic density molecules and FMRP interacting partners (see Supplementary Table 2 for gene lists and descriptions) using a hypergeometric distribution test (also known as one-tailed Fisher’s exact test) in Excel (Microsoft), using a background gene set of 13,757 genes with one-to-one mouse human orthologs, except for the Postsynaptic Density and Synaptic Protein lists, which used a background of 12,622 total protein-coding mouse-human orthologs (from microglial lists) and proteins with mouse orthologous (from Postsynaptic Density and Synaptic Protein lists). Before overlap analysis, human gene or protein lists were filtered for genes/proteins with mouse orthologs (5628 unique genes from all lists combined), and mouse microglia module genes were filtered for genes with human orthologs (12,487 unique genes). The background, excepting protein lists described above, was the sum of unique genes in these two lists (13,757) and included both mRNAs and ncRNAs. For mouse gene comparisons between differentially expressed genes and microglia module genes, the background was 13,483 unique mouse genes from the filtered dataset. To create microglia module-overlap analysis with human synaptic, schizophrenia- and ASD-associated gene modules (Fig. 2f), hypergeometric distribution was used to compare gene lists from microglial modules (IM, JM, MIA-IM, AM, and REP-AM) with publicly available lists of genes enriched in ASD brains, and genes associated with schizophrenia or synaptic interactions.

Genome-wide autism gene network predictions were made using ASD@Princeton [72], which uses a machine learning classifier that learns connectivity patterns of known ASD genes in a brain-specific network, and then uses these data-driven signals specific to ASD-associated genes to predict the level of potential ASD association for every gene in the genome, thereby providing predictions of ASD-associated genes, including candidate genes that have minimal or no prior genetic evidence. To create networks with ASD associated genes and AM (Fig. 2g), genes overlapping with the AM module and ASD modules M13, M16, and M17 were analyzed for gene ontology (GO) biological function enrichment (www.geneontology.org). The genes from the top two most significant functions by *z*-score and *p* value (Bonferroni correction) were input to ASD@Princeton. To create networks of AM, human ASD module and ASD-predicted genes, the minimum biological relationship confidence was set to 0.3 (on a scale of 0.1 to 1) and the top 20 associated molecules were included in the network.

### Whole cell patch clamp recording

#### Preparation of brain slices for recording and filling

A total of at least three mice per group were used for electrophysiological recordings, and at least ten cells were recorded per animal. No formal statistical testing was used to pre-determine cell recording or imaging sample size, but we used sufficient sample size to ensure adequate power based on our previous published studies [52] and those generally employed in the field. Mice were fully anesthetized with isoflurane before decapitation with guillotine. The brain was immediately removed and placed into ice-cold oxygenated Ringer’s solution (concentrations, in mM: 26 NaHCO_3_, 124 NaCl, 2 KCl, 3 KH_2_PO_4_, 10 Glucose, 2.5 CaCl, 1.3 MgCl_2_; pH 7.4, chemicals from Fluka). The frontal cortex was mounted on an agar gel slab and sliced into 300 µm thick sections using a vibrating microtome in oxygenated ice-cold Ringer’s solution. The slices were transferred to room temperature (RT) Ringer’s solution for at least an hour before use in patch clamp experiments. Slices were transferred to a submersion-type recording chamber affixed to the stage of an IR-DIC Microscope (Micro Video Instruments) and were consistently superfused in oxygenated RT Ringer’s solution throughout the patch clamp experiments. Slices were visualized under IR-DIC optics using an Andor Xyla digital camera. Layer V pyramidal neurons were identified by their distance from the pial surface of the cortex (400–700 µm). Electrodes were created from borosilicate glass with a Flaming and Brown micropipette puller (Model P-87, Sutter Instruments). Pipettes were filled with a potassium methanesulfonate internal solution (concentrations, in mM): 100 potassium methanesulfonate, 15 KCl, 3 MgCl_2_, 5 EGTA, 10 Na-HEPES, 1% biocytin (1% n-biotinyl-L-lysine), and had a resistance of 4–7 MΩ in external Ringer’s solution. Standard whole cell patch clamp recording techniques were used to examine the electrophysiological properties of the cells.

#### Physiological inclusion criteria

Neurons were recorded from prefrontal cortical areas including the prelimbic area, anterior cingulate, and dorsal premotor areas, by experimenters blind to the treatment groups. Cells were visually identified as layer V pyramidal neurons and were required to have stable access, low noise, and a resting membrane potential below −55 mV for inclusion in the study. Somata were located 400–700 µm from the pial surface. Layer V pyramidal neurons are both physiologically and structurally heterogeneous, and thus fall into one of several sub-types [73]. We used pre-established criteria to classify cells as RS or IB types: the first inter-spike interval (ISI) of the first voltage step to induce a spike train was compared with the subsequent ISIs in the train. RS neurons had an equal first ISI compared with second ISI. IB neurons had a shorter first ISI compared with subsequent ISIs [74]. A small number of rhythmic oscillating bursting neurons were also observed and excluded from this study. Significant differences were observed in the physiological properties of RS and IB neurons. Neuronal dendritic spine analyses were also performed only in IB cells.

#### Physiological analysis

PatchMaster acquisition software and EPC-9 or EPC-10 patch-clamp amplifiers (HEKA Elektronik) were used to acquire electrophysiological data including passive membrane, single action potential, and repetitive firing properties. A total of 37 physiological characteristics were assessed by experimenters blind to the treatment groups. FitMaster Analysis Software (HEKA Elektronik) was used to analyze passive and active membrane properties. The passive membrane properties, resting membrane potential (Vr), input resistance (Rn), and the membrane time constants (Tau) were recorded under current clamp conditions. Vr was measured as the voltage present when the current injection was zero. Rn and Tau were measured by injecting 20 mV steps starting at −160 mV and ending at + 100 mV. Tau was defined by fitting the membrane response to a small current injection (−20 or −40 mV) to a single exponential function. Rn was assessed as the slope of a best-fit line through the *V*–*I* plot. Single spike properties [threshold, amplitude (amp), rise, decay, and duration at ½ amplitude (Dur ½)] were measured from the first single spike recorded on the 200 ms current step. Threshold was measured at the point the action potential’s slope was greater than 1 mV/ms. The amplitude was the maximum voltage recorded at the peak of the spike. Single spike rise was the time, in ms, for the action potential to rise from threshold to peak amplitude. Fall time was the time for the action potential to return to threshold from the peak amplitude. Dur ½ is the duration of the spike from half amplitude on the rise to half amplitude on the fall of the action potential. Repetitive firing of APs was determined as the number of spikes evoked at each step in a series of current steps that increased by 20 mV from −100 to +120 mV. sEPSCs were recorded for 2 min at a holding potential of −80 mV. sIPSCs were recorded at a holding potential of −40 mV. Following acquisition of spontaneous synaptic data, tetrodotoxin (1 µM) was added to the Ringer’s perfusion medium and, following a 5 min equilibration period, action potential independent mEPSCs were recorded as above. Synaptic data was assessed using MiniAnalysis software (Synaptosoft), with event detection threshold set at maximum RMS noise level (5 pA). The sEPSCs and sIPSCs were automatically detected and manually confirmed to yield frequency and mean amplitude data. Averaged waveforms were created from all the EPSCs or IPSCs acquired for each neuron. From this, we calculated average EPSC and IPSC rise and decay time constants, and area under the curve (pA/ms).

### Immunohistochemistry

#### Slice processing of biocytin-filled neurons

Slices were fixed between filter paper in 4% PFA in 0.1 M PBS at pH 7.4 immediately after recording. Slices were stored for 2 d at 4 °C, washed in PBS, incubated in 1% Triton X-100/PBS for 2 h at RT, then incubated in a streptavidin-Alexa 488 (1:500; ThermoFisher) at 4 °C for 2 d. For long-term storage, slices were placed in PBS with sodium azide (0.005% NaN_3_ in 0.1 M PBS) until processing by immunohistochemistry.

#### Immunohistochemistry with microglial markers

To visualize microglia, we used a novel combination of immunostaining for IBA1, a cytoplasmic marker, and P2RY12, a cell-surface purinergic receptor specific to microglia in the brain. Immunohistochemistry was performed on 300 μm brain sections used for electrophysiology, based on a previously published protocol [75]. Briefly, 300-μm sections were processed by antigen retrieval with 10 mM sodium citrate at 75 °C. The following steps were performed at 4 °C unless otherwise noted. Sections were incubated in 50 mM glycine in PBS for 30 min, then blocked in 5% BSA, 5% normal goat serum (NGS), and 0.2% Triton X-100 for 2 h. Sections were then incubated in primary antibodies (rabbit anti-mouse IBA1, 1:250, Wako, 019-19741 and polyclonal P2RY12 rabbit anti-mouse 1:2500, generated by Butovsky lab), in acetylated BSA (BSAc, Aurion) buffer (final concentrations: 0.1 M Na Phosphate buffer, 0.2% BSAc, 1% NGS and 0.1% Triton X-100) for 6 nights, with microwaving (in PELCO Biowave Pro Microwave Tissue Processor, Ted Pella) on d 1 (2 × 10 min) and 3 (1 × 10 min) of primary incubation, at 150 watts, 40 °C. Sections were then washed and incubated in secondary antibody (AlexaFluor546 goat anti-rabbit secondary antibody, 1:250, A-11010) in BSAc buffer for 2 nights, and microwaved at the same settings 1 × 10 min on day 1 and day 2. They were stained with Dapi for 30 min, washed overnight in 1x PBS, and mounted on slides with Prolong Gold antifade solution (Life Technologies, P36930) and number zero coverslips (Electron microscopy, 72198-10). Sections were cured at RT for at least 2 weeks prior to imaging.

### Confocal imaging, reconstruction, and analysis

#### Confocal imaging

For cell inclusion in morphological analyses, the criteria were pre-determined and were as follows: an intact soma, completely filled dendritic arbors, and no cut dendrites in the proximal third of the apical dendritic arbor. All confocal imaging was performed on a Zeiss LSM710 and acquired using Zen 2010 software (Zeiss). For imaging the entire neurons to assess whole-cell dendritic topology, stacks were acquired using a 40 × /1.3 NA oil-immersion objective (Plan-Achroma, Zeiss) at a resolution of 0.2 × 0.2 × 0.5 μm per voxel. For determination of spine subtype distributions and measurement of interactions with microglia, a second series of image stacks were acquired using the same 40x objective, at a resolution of 0.04 × 0.04 × 0.3 μm per voxel, from at least one complete basilar dendritic branch (∼100 μm in length). To reduce signal blurring in the *z*-plane, each acquired stack of images was deconvolved using AutoQuant software (Media Cybernetics). Adjacent deconvolved image stacks were imported into Neurolucida (MBF Bioscience), aligned in 3D, and integrated into a single volumetric dataset. For analysis of complete neuronal structure, neurons were manually traced and reconstructed in Neurolucida. Scholl analyses were performed using Neurolucida.

#### Spine density/subtype and microglia interaction analyses

Spine subtype and microglia-neuron interactions were assessed from deconvolved and aligned 3D images in Neurolucida. Spine subtypes were assigned based on published methods [76]. Spines were classified into four subtypes: thin (head and neck <3 μm), stubby (no neck), mushroom (neck with head ≥0.6 μm) or filopodia (neck >3 μm in length). Microglia-spine and dendrite interactions were quantified from the same datasets and classified as follows: encapsulation (within 0.3 μm; one z-plane, and microglia is surrounding at least ½ the spine head diameter), apposition (within 0.9 μm; three *z*-planes, and microglia is surrounding less than ½ the spine head diameter), and proximity (within 1.5 μm; five *z*-planes) to microglia (see diagram in Supplementary Fig. 5g). Distances were measured from the most saturated three pixels of the neuron and microglia within the same optical slice, which allows 500-nm resolution at the ×40 oil-immersion objective’s NA 1.3. In order to calculate distances in 3D space, the Pythagorean theorem was used, modeling distances between neurons and microglia in the *x*, *y,* and *z* planes as equal to three sides of a right triangle.

#### Microglia morphology tracing

Microglial structures were manually traced by experimenters blind to the treatment groups using 8-bit confocal image stacks in NeuronStudio (CNIC, Mount Sinai School of Medicine, http://research.mssm.edu/cnic/tools-ns.html). One red marker was placed and resized to indicate the soma, and green, yellow, and purple markers were placed along the projections to mark the processes, branching points, and branch endings, respectively. The dimensions of all markers were appropriately resized to approximate the changing girth of the processes. Both maximum projection of the image stacks and a slice-by-slice view were used to ensure the continuity of microglial branches. Upon completion, sholl analysis, branch order analysis quantification, and convex hull volume analyses were conducted. Branch order analysis was performed as described in [77]. Centrifugal branch order analysis was used, where first order branches are those directly adjoining the soma, and branch order increases by one at each branch point as the microglia processes transverse outward. Convex hull volume analysis. The latter was run using the Trees toolbox in MATLAB (The MathWorks, Inc.) [78]. Measurements were quantified in an automated manner using a Rayburst sampling algorithm [58]. At least one microglial cell per basal dendrite analyzed was morphologically assessed.

#### Pre- and post-synaptic marker density and microglia interaction analyses

Brains were removed after perfusion fixation with 4% paraformaldehyde/PBS followed by post-fixation and cryoprotection with sucrose/PBS. They were cut coronally on a cryostat into 20 µm sections. Three sections from the frontal cortex area were used for immunohistochemistry and each section was separated by at least 200 µm. The sections were subjected to antigen retrieval with pepsin (Gene Tex, GTX28194) at 37^°^C, then blocked in 10% normal donkey serum, 1% BSA, and 0.1% tween in PBS. Sections were incubated with presynaptic marker-VGLUT2 (guinea pig, 1:250, Synaptic Systems, 135404), postsynaptic marker-PSD95 (goat, 1:250, Abcam, ab12093), and mononuclear phagocyte markers (IBA1; Wako, 019-19741, and P2RY12, rabbit or rat polyclonal generated by Butovsky lab) diluted with 2% BSA, 0.025% tween in PBS for 24 h. Sections were then washed and incubated in secondary antibodies (AlexaFluor546 donkey anti-goat secondary antibody; 1:500, AlexaFluor647 donkey anti-guinea pig secondary antibody; 1:500, and AlexaFluor488 donkey anti-rabbit secondary antibody; 1:500) for 1 h at room temperature. All confocal microscopic imaging was performed on a Zeiss LSM710 and acquired using Zen2010 software (Zeiss). Serial *z*-stack images were acquired with *n* = 3 microglia per image and *z* = 0.5 μm. To reduce signal blurring in the *z*-plane, each acquired stack of images was deconvolved using AutoQuant software. For analysis, microglia were manually traced in the projection of the confocal serial *z*-stack, and normalized to total surface area (μm^2^). Synaptic markers, which overlapped with microglia, were counted and normalized by microglia surface area. Counting of synaptic puncta was performed separately in each serial *z*-stack using thresholding-based particle analysis and co-localization analyses in FIJI software.

#### Protein extraction and ELISA

Acutely isolated microglia (1–2 × 10^6^ cells) from E17 or P60 mouse brain were subjected to protein extraction in 300 µl of TENT buffer (25 mM Tris-Cl, pH 7.5, 100 mM NaCl, 2 mM EDTA, and 1% Triton X-100) with 1 mM phenylmethylsulfonyl fluoride (all from Sigma-Aldrich) by pipetting followed by vortexing for 10 s every 5 min for a total of 20 min on ice. The cell lysate was centrifuged at 20,000 × *g* for 30 min at 4 °C, and the supernatant was collected for determine protein concentration by BCA assay kit (Pierce/Thermo Fisher). 30 µg of protein was used per reaction. For the detection of NTRK2 (TrkB), PTN and NTN1, following commercial ELISA kits were used: Mouse TrkB ELISA kit (Boster Biological Technology, EK0849), Mouse PTN ELISA kit (Biomatik Corporation, EKU06717), Mouse NTN1 ELISA kit (LifeSpan Biosciences, LS-F5882). For the detection of NCAM2, CTNND2 and WNT5A, custom ELISA kits were developed according to the manufacturer’s instruction using anti-NCAM2 goat polyclonal antibody (0.3 μg/well Acris Antibodies GmbH, AP32136PU-N), biotinylated anti-NCAM2 goat polyclonal antibody using Antibody Biotinylation Kit (0.3 μg/ml, Pierce/Thermo Scientific, 90407), anti-CTNND2 mouse monoclonal antibody (0.3 μg/well, Santa Cruz Biotechnology, SC-81793, clone 40.1), biotinylated anti-CTNND2 rabbit antibody (1 μg/ml, Abcam, EPR17628), anti-WNT5A goat polyclonal antibody (0.3 μg/well, R&D Systems, AF645), and biotinylated anti-WNT5A antibody using Antibody Biotinylation Kit (1 μg/ml, Pierce). For the standard molecules, we used CTNND2 protein (Abnova, H00001501-Q01), NCAM2 polypeptide (Everest Biotech, EBP06991) and WNT5A protein (R&D Systems, 645-WN-010). The ELISA method consists of capture and detection antibodies, streptavidin Poly-HRP (Pierce/Thermo Fisher, 21140), TMB solution (Thermo Fisher, N301), Stop solution (Thermo Fisher, N600) and Optical Density at 450 nm was read by a microplate reader (BioTek Instruments). The dynamic range of the detection of NCAM2, CTNND2, and WNT5A was 1–320 pg/ml according to the manufacturer’s instructions.

#### FACS-based purification of microglia

Briefly, mice were transcardially perfused with ice-cold Hanks’ Balanced Salt Solution and brains were dissected. Single cell suspensions were prepared and centrifuged over a 37%/70% discontinuous Percoll gradient (GE Healthcare), mononuclear cells were isolated from the interface. Cells were stained with the live/dead Blue kit (L34961, ThermoFisher) to remove dead cells. In order to distinguish resident microglia from recruited myeloid cells, we used an APC-conjugated rat monoclonal antibody that recognizes murine FCRLS (clone 4G11, custom development of Butovsky’s laboratory), which is expressed on microglia but not on infiltrating myeloid cells [79]. Isolated cells were stained with LY6C-PerCp-Cy5.5 (2 μg/ml, clone HK1.4, Biolegend), FCRLS-APC (3 μg/ml, rat clone 4G11) [80] and CD11B-PeCy7 (2 μg/ml, clone M1/70, BD Biosciences) antibodies to specifically sort resident microglia as LY6C^–^/FCRLS^+^/CD11B^+^ cells.

#### Confocal microscopic live-imaging of dendritic spine in neuron/microglia co-culture system

At DIV19, live imaging captured by confocal microscopy (LSM 880 with Airyscan, Zeiss) using ×63 objective at a resolution of 512 × 512 (8 bits/pixel). *Z*-stack images were captured every 2 min over 14 min imaging period per dendrite (*n* = 6 μm). Images were exported using Autoquant for spine analysis. Spine density was quantified at *t* = 0 and 14. The spine density was measured over a total dendritic length of ~50 μm using imageJ software (*n* = 6–9 dendrites from 4–5 neurons per group). Filopodia was defined as spine >3 μm as previously mentioned.

#### In situ hybridization and immunofluorescence of microglia

In vitro transcription of cRNA probes against the murine *Ncam2* 3′ UTR, murine *Wnt5a* 3′ UTR, murine *Ntn1* 3′ UTR, murine *Ctnnd2* 3′ UTR, and scramble under the control of the T7 promoter (taatacgactcactataggcg) were synthesized as double strand DNA fragment (See Supplementary Table 7). Digoxigenin (DIG)-labeled cRNA riboprobe was synthesized using DIG labeling mix (cat. no. 1 277 073, Roche Diagnostics GmbH, Mannheim, Germany) and Riboprobe In Vitro Transcription Systems (cat. no. P1420, Promega, Madison, WI) and purified using ProbeQuant G-50 micro columns (cat. no. GE28-9034, GE Healthcare, Boston, MA). Enhanced fluorescence in situ hybridization was conducted for the detection of each mRNA on brain tissue sections as described [14] using anti-DIG-POD Fab fragments (cat. no. 11 207 733 910, Roche, Branford, CT) and the TSA Plus Cy3 fluorescence system (cat. no. NEL745, Perkin Elmer, Waltham, MA). After the in situ hybridization, the sections were processed for immunofluorescence as described above to detect IBA1 antigen.

## Quantification and statistical analysis

To determine the relationships between different behavioral tests, spine density, spine-microglia interactions, electrophysiological measurements and microglial morphology, pairwise correlation analyses were performed in JMP Pro 10 (SAS) by calculating Spearman’s Rho, a correlation coefficient computed on the ranks of the data values. Color maps were created based on correlations and on *p* values of correlations. For all analyses including correlation analyses, alpha values for confidence intervals were 0.05. Data was normally distributed, although this was not formally tested for every dataset. Two-group comparisons were made using two-sided unpaired *t*-tests. Variances were tested by the Brown-Forsythe test. Four group comparisons were made using 2-way ANOVAs, with main factors being poly(I:C) (MIA) and MG-REP (treatment) or paired *t*-test within the group with Sidak method for *p* value adjustment. Data were corrected for multiple comparisons with Tukey’s post-hoc, unless otherwise stated in Figure legends. Six group comparisons for the social behavior analysis were made using 3-way ANOVAs, with main factors being poly(I:C) (MIA), MG-REP (treatment) and Chamber. For Figs. 1–5, outliers were removed using the ROUT test, with FDR = 1%, in Prism 8.0. For microglia morphology, data from one cell was considered an outlier if three or more values at individual branch orders were outliers by ROUT test of values within that branch order. *T-*tests and ANOVAs were performed using Prism 8.0 or R and correlations were performed in JMP Pro 10. Statistical analyses of RNA sequencing data were performed using R as described above.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Data Set 1

Data Set 2

Data Set 3

Data Set 4

Data Set 5

Data Set 6

Data Set 7

MIA Report checklist

Supplementary Figures

## Data Availability

RNA-sequencing and MG550 Nanostring data for this study will be deposited in the Gene Expression Omnibus with the primary accession codes (https://www.ncbi.nlm.nih.gov/geo/). The human ASD gene network data that supports the findings of this study are available at https://asd.princeton.edu [72]. All other data supporting the findings of this study are available within the paper and its Supplementary Data information files.

# Supplementary material for: Inhibition of colony stimulating factor 1 receptor corrects maternal inflammation-induced microglial and synaptic dysfunction and behavioral abnormalities
**Source:** Mol Psychiatry. 2020 Feb 18;26(6):1808–31. doi: 10.1038/s41380-020-0671-2
**Supplement:** Supplementary file 13 — MIA Report checklist

## Maternal Immune Activation Model Reporting Guidelines Checklist

| ARRIVE Reporting Guideline & Recommendation                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | Arrive Item | MIA Model Specific Reporting Recommendation<br><i>Please complete this chart for each point outlined below. If not applicable, write N/A</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Study design</b><br>➤ Overview of immune activation issues<br><br>For each experiment, give brief details of the study design including:<br>a. The number of experimental and control groups.<br>b. Any steps taken to minimize the effects of subjective bias when allocating animals to treatment (e.g. randomization procedure) and when assessing results (e.g. if done, describe who was blinded and when).<br>c. The experimental unit (e.g. a single animal, group or cage of animals).<br><br>A time-line diagram or flow chart can be useful to illustrate how complex study designs were carried out.                                                          | 6           | MIA Specific Reporting:<br>a. General need for improved reporting in MIA model methods + reporting pilot data <ul style="list-style-type: none"> <li>Details on pilot data:</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| <b>Experimental procedures</b><br>➤ Compounds<br>➤ Validation measures<br><br>For each experiment and each experimental group, including controls, provide precise details of all procedures carried out. For example:<br>a. How (e.g. drug formulation and dose, site and route of administration, anaesthesia and analgesia used [including monitoring], surgical procedure, method of euthanasia). Provide details of any specialist equipment used, including supplier(s).<br>b. When (e.g. time of day).<br>c. Where (e.g. home cage, laboratory, water maze).<br>d. Why (e.g. rationale for choice of specific anaesthetic, route of administration, drug dose used). | 7           | Provide details of:<br>a. Compounds – source, vehicle, preparation/storage, administration route, volume administered, whether anesthetics were used at time of immune challenge. <ul style="list-style-type: none"> <li>Name of compound:</li> <li>Catalogue number:</li> <li>Lot number:</li> <li>Vehicle control used:</li> <li>Route of administration:</li> <li>Volume administered:</li> <li>Storage conditions:</li> <li>Anesthetic (type, dose, duration) used:</li> </ul> b. Housing variables at injection - temperature of room at injection time, cage change at time of injection or not <ul style="list-style-type: none"> <li>Light cycle of animal housing room:</li> <li>Time of day of injection:</li> <li>Room temperature at injection time:</li> <li>Did a cage change occur at time of injection:</li> </ul> |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |   | <p>c. Validation of immune activation – behavior, physiological indices and/or cytokine data, including pilot dosing data</p> <ul style="list-style-type: none"> <li>○ Method used to verify immune activation:</li> </ul> <p>d. Validation of gestational timing – vaginal plug, estrous cycle, weight gain</p> <ul style="list-style-type: none"> <li>○ Method of validating gestational timing:</li> </ul> <p>Additional comments:</p>                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <p><b>Experimental animals</b></p> <p>➤ Species/strain/vendor</p> <p>a. Provide details of the animals used, including species, strain, sex, developmental stage (e.g. mean or median age plus age range) and weight (e.g. mean or median weight plus weight range).</p> <p>b. Provide further relevant information such as the source of animals, international strain nomenclature, genetic modification status (e.g. knock-out or transgenic), genotype, health/immune status, drug or test naïve, previous procedures, etc.</p> | 8 | <p>Provide details of:</p> <p>a. Species – considerations for appropriate species (mouse, rat, non human primate, other)</p> <ul style="list-style-type: none"> <li>○ Species:</li> </ul> <p>b. Strain – variability in strain can influence model</p> <ul style="list-style-type: none"> <li>○ Strain:</li> </ul> <p>c. Maternal/Offspring Physiological Variables at time of immune challenge – age, body weight</p> <ul style="list-style-type: none"> <li>○ Maternal Age at challenge:</li> <li>○ Maternal Body weight:</li> <li>○ Offspring Age at challenge:</li> <li>○ Offspring Sex:</li> <li>○ Offspring Body weight:</li> </ul> <p>d. Vendor – even within the same strain, vendor can influence endpoints</p> <ul style="list-style-type: none"> <li>○ Vendor:</li> <li>○ Location of Vendor:</li> <li>○ Room/area where animals originated from:</li> </ul> |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |   | Additional Comments:                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| <p><b>Housing and husbandry</b></p> <p>➤ Cage, ventilation, bedding, enrichment</p> <p>Provide details of:</p> <p>a. Housing (type of facility e.g. specific pathogen free [SPF]; type of cage or housing; bedding material; number of cage companions; tank shape and material etc. for fish).</p> <p>b. Husbandry conditions (e.g. breeding program, light/dark cycle, temperature, quality of water etc for fish, type of food, access to food and water, environmental enrichment).</p> <p>c. Welfare-related assessments and interventions that were carried out prior to, during, or after the experiment.</p> | 9 | <p>Provide details of:</p> <p>a. Caging systems</p> <ul style="list-style-type: none"> <li>○ <i>At breeding</i> <p>Material of cage:</p> <p>Cage dimensions:</p> </li> <li>○ <i>After parturition</i> <p>Material of cage:</p> <p>Cage dimensions:</p> </li> <li>○ <i>At weaning</i> <p>Material of cage:</p> <p>Cage dimensions:</p> </li> </ul> <p>b. Animal Holding room</p> <ul style="list-style-type: none"> <li>○ Temperature in room:</li> <li>○ Humidity in room:</li> <li>○ Ventilation system:</li> <li>○ Specific pathogen free [SPF]:</li> <li>○ Are males &amp; females housed in the same or separate rooms:</li> </ul> <p>c. Bedding exchanges/bedding type</p> <ul style="list-style-type: none"> <li>○ Type of cage bedding used:</li> <li>○ Frequency of cage changes per week <ul style="list-style-type: none"> <li><i>during gestation:</i></li> <li><i>during neonatal period:</i></li> <li><i>following weaning:</i></li> </ul> </li> </ul> <p>d. Breeding - bred on site or timed pregnant, how many different sires (are the same fathers breeding with both experimental and control dams)</p> <p>Breeding location:</p> |

|  |  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--|--|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|  |  | <ul style="list-style-type: none"> <li>○ Gestational age at shipping:</li> <li>○ Biological age of dams (if not listed in Section 8c):</li> <li>○ Number of Dams bred:</li> <li>○ How many times have dams been mated previously:</li> <li>○ How many times did the dams mate and not become pregnant:</li> <li>○ Are the dams primiparous or multiparous?</li> <li>○ What was the frequency of maternal handling during the gestational/neonatal period (e.g. cage cleanings, weighing, blood collection manipulations):</li> <li>○ Biological age of sires:</li> <li>○ Number of sires bred:</li> <li>○ How many times have sires been mated previously:</li> <li>○ How many times did the sires mate successfully (e.g. mating resulted in pregnancy, full term birth):</li> <li>○ If bred previously, what was the interval between mating times:</li> <li>○ Are sires matched to experimental and control dams:</li> <li>○ Describe the mating design (1:1, 1:2 etc):</li> </ul> <p>e. Social enrichment – number of cage companions</p> <ul style="list-style-type: none"> <li>○ Number of cage companions prior to breeding:</li> <li>○ Gestational age when dam separated for parturition:</li> <li>○ Number of cage companions at weaning:</li> </ul> <p>f. Physical enrichment – describe enrichment devices, and when enrichment is in the cage (removed when pups born? Or present throughout study), does the enrichment type change? How frequently?</p> <ul style="list-style-type: none"> <li>○ Describe what type of enrichment devices (and how many) are included in cage/housing room:</li> </ul> |
|--|--|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                                                                                                                                                                                                                                                                                                                                                                                                     |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                                                                                                                                                                                                                                                                                                                                     |    | <ul style="list-style-type: none"> <li>○ Does enrichment type/access change across study?</li> <li>○ If so, when does enrichment type/access change (e.g. enrichment removed prior to parturition and replaced in late neonatal period):</li> </ul> <p>Additional Comments:</p>                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <p><b>Sample size</b></p> <p>➤ Litter versus offspring</p> <p>a. Specify the total number of animals used in each experiment, and the number of animals in each experimental group.</p> <p>b. Explain how the number of animals was arrived at. Provide details of any sample size calculation used.</p> <p>c. Indicate the number of independent replications of each experiment, if relevant.</p> | 10 | <p>Provide details of:</p> <p>a. Maternal N vs offspring N</p> <ul style="list-style-type: none"> <li>○ What is the total number of dams/litters included in the study:</li> <li>○ What is the total number of offspring per litter included the study:</li> </ul> <p>b. Litter size and sex distribution</p> <ul style="list-style-type: none"> <li>○ What size was each litter maintained at:</li> <li>○ What age did culling take place at:</li> <li>○ How many males and females were maintained in each litter:</li> </ul> <p>c. Cross fostering</p> <ul style="list-style-type: none"> <li>○ Did cross fostering occur:</li> <li>○ If so, at what age did cross fostering occur:</li> </ul> <p>Additional Comments:</p> |

|                                                                                                                                                                                                                                                                                                          |           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p><b>Allocating animals to experimental groups</b></p> <p>a. Give full details of how animals were allocated to experimental groups, including randomization or matching if done.</p> <p>b. Describe the order in which the animals in the different experimental groups were treated and assessed.</p> | <p>11</p> | <p>a. How many offspring per litter were used in each measure:</p> <p>b. Randomization/Matching procedures</p> <ul style="list-style-type: none"> <li>○ What procedures were used to assign animals to groups:</li> </ul> <p>c. Sex as a biological variable (behavioral and physiological outcomes)</p> <ul style="list-style-type: none"> <li>○ Were both males and females evaluated in each behavioral and physiological outcome:</li> </ul> <p>Additional Comments:</p>                                                                                                                                                                                                                                         |
| <p><b>Experimental outcomes</b></p> <p>➤ Behavioral testing</p> <p>➤ Physiological endpoints</p> <p>Clearly define the primary and secondary experimental outcomes assessed (e.g. cell death, molecular markers, behavioral changes).</p>                                                                | <p>12</p> | <p>a. Maternal behavior and pup interactions</p> <ul style="list-style-type: none"> <li>○ If maternal care was evaluated, were there differences following immunogen challenge (if so, please briefly describe):</li> </ul> <p>b. Age(s) of offspring at behavioral testing/physiological evaluation endpoints:</p> <p>c. Order of testing (e.g. behavioral test order)</p> <ul style="list-style-type: none"> <li>○ Were animals evaluated in a counter-balanced order in terms of:<br/><i>presentation of tests to each animal:</i><br/><i>order of experimental/control groups run through each test:</i></li> <li>○ What was the inter-test interval if a single animal underwent a battery of tests:</li> </ul> |

|                                                                                                                                                                                                                                                                                                                                |    |                                                                                                                                                                                                                        |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                                                                                                                                                                                                                                                                |    | Additional Comments:                                                                                                                                                                                                   |
| <b>Statistical methods</b><br><br>a. Provide details of the statistical methods used for each analysis.<br>b. Specify the unit of analysis for each dataset (e.g. single animal, group of animals, single neuron).<br>c. Describe any methods used to assess whether the data met the assumptions of the statistical approach. | 13 | a. Unit of analysis for each data set <ul style="list-style-type: none"> <li>○ Is the unit (n) of each analysis based on number of litters, or number of animals used per group:</li> </ul>                            |
| <b>Other Disclosures</b>                                                                                                                                                                                                                                                                                                       |    | Please make note of any other extraneous variables that you would like to report (e.g. fire alarms, construction, temporary relocations, other variables that you think we should be considering in our studies etc.): |

The recommended use of this reporting form is to fill it out and include it as supplemental material for each of your laboratory's research publications. If there are difficulties utilizing/adapting this fillable form, please contact one of the corresponding authors to request a copy. The authors give permission for this table to be edited for use in reporting on other animal models (e.g. postnatal immune challenge models, early life stress models) as appropriate.

Kentner AC, Bilbo AD, Brown AS, Hsiao EY, McAllister AK, Meyer U, Pearce BD, Pletnikov MV, Yolken RH, Bauman MD. (2018). Maternal immune activation: reporting guidelines to improve the rigor, reproducibility, and transparency of the model. *Neuropsychopharmacology*, <https://doi.org/10.1038/s41386-018-0185-7>.

How the deposited data were processed for this re-analysis (not part of the article)

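RNA of CD11B bead-isolated microglia from the whole brain was measured in 30 libraries, 3 for each of 10 groups. The groups were Saline and MIA offspring at E17, P7 and P20, and Saline + CTRL, MIA + CTRL, Saline + MG-REP and MIA + MG-REP offspring at P60. All 30 libraries were used, and each was taken under the condition that its label gives. The labels give no sex, litter or sequencing batch. The paper reports a check for batches that found none, and states that litter and sex were evaluated and that the design was balanced.

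The authors made non-stranded libraries from poly(A) RNA, aligned the reads to mm10 with Rsubread, counted them with featureCounts on a UCSC annotation and kept genes with a CPM of at least 2 in at least 3 of 30 libraries. The authors compared groups on the counts with edgeR at an unadjusted p-value. The deposited values are not these counts but TPM, computed by the authors for 14225 transcripts, with the module of each transcript beside them. The TPM hold the authors' alignment, counting and filter, and the paper's text does not name their formula. Because the values are TPM, no count model was fitted. Reads per library were estimated from the steps between low TPM, with transcript lengths found for 14005 transcripts (98.45%), and 14124 transcripts (99.29%) matched a RefSeq gene of GRCm38.p6, from which coordinates were taken.

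The library sums, the 10 largest values (6.43% to 16.4% of the TPM of a library) and the values at 0 (77 to 309 per library) were checked, as were the correlations between the libraries of a group. In R 4.3.3, limma 3.58.1 was used on log2(TPM + 1), with all 10 groups in 1 linear model, contrasts between them, and empirical Bayes moderation with a mean-variance trend. The contrasts were MIA against Saline at each of 4 ages and averaged over them, MG-REP against CTRL in Saline and in MIA offspring at P60, and the difference between the latter 2. Adjustment was by Benjamini-Hochberg at 0.05. Log2 fold changes are differences of mean log2(TPM + 1), so that genes near 0 TPM have small ones. Lists of genes were tested by fry of limma, a two-sided rotation test, adjusted over 13 comparisons of lists, or over 136 where a list was tested in another contrast. Exact permutation tests over the 10 splits of 3 libraries against 3 are two-sided and allow no p below 0.1.

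In a test on simulated data, 200 of 14225 genes were changed by known amounts. The fit called 19 of them (9.5%) at a log2 of 0.5, 120 (60%) at 1 and 190 (95%) at 2, with 0, 5 and 10 unchanged genes called. A comparison without any change gave 0 genes at an adjusted and 670 to 722 at an unadjusted p-value under 0.05. The simulated genes varied independently of each other, with 1 spread per gene for all groups. Splits of the real E17 libraries other than by prenatal treatment gave 220 to 4022 genes unadjusted, so the simulated rates may not hold for the real libraries.

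The genes named are those that the paper's text or its Fig. 2b, purity markers or Supplementary Table 5 name as measured by RNA-seq and that bear on a conclusion. For each contrast, of the genes with an adjusted p-value under 0.05 whose groups do not overlap (3616 for MG-REP in Saline and 79 in MIA offspring), the 3 largest rises and the 3 largest falls are named. Where no gene passes, the 3 genes with the smallest p-values are named, and in addition the first 3 genes of each comparison in Supplementary Table 4. Any other gene was chosen after its values were seen.

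Lists of the M0, DAM/MGnD and Fig. 3c genes were taken from the paper. Lists of mitotic, synaptic transmission, MHC class II and complement, choroid plexus, neuron, astrocyte, oligodendrocyte lineage, endothelial, border macrophage, NK and T cell, neutrophil and monocyte, erythroid, immediate early and sex-linked genes were drawn up by hand. Purity was the share of the TPM of the markers of a cell type in the TPM of all markers. Module profiles were mean z-scores of log2(TPM + 1) over 30 libraries, and k-means used 5 clusters. Distances were taken in the first 2 principal components. Overlaps were tested by the one-sided hypergeometric test, which is Fisher's exact test. Correlations were computed on deviations from group means with 100000 permutations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

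The alternatives were a pseudocount of 0.1, a filter on a mean TPM of at least 1, median-ratio scaling, quantile normalization, the replicate number within an age as a block, a fit of only the groups compared, log2 *Xist* as a covariate, moderation without a trend, camera in place of fry, 5 principal components, the 1000 most variable genes, z-scores over group means, another background and the omission of genes of several modules for overlaps, the mean of log2(TPM + 1) and a filter for the shares of AM genes, other summaries of the purity markers, and each library left out in turn. A covariate of other-cell lists was added later.

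Ontology, pathway and network analyses were not repeated, because their term databases were not at hand. Of the lists of Supplementary Table 2, 11 were incomplete in the copy read and were not tested. Data of behavior, histology, in situ hybridization, ELISA, electrophysiology and the Nanostring panel were not analysed here.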

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

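The tests of the sex-linked genes, of the genes called without the *Xist* covariate and of the mitotic list among MG-REP libraries that hold *Xist*, and the use of the *Xist* difference in place of the *Xist* covariate for sex, were chosen only after the result was seen. The effect of MG-REP in MIA offspring differed from that in Saline offspring by a direct test of the difference, which is why it was singled out. In limma 1496 genes had an adjusted p-value under 0.05 (3237 unadjusted). The largest differences were 3.99 for *Upk1b*, 3.70 for *Mlph* and 3.30 for *Cd209f*, which were higher in MIA offspring, and −5.85 for *Il12b*, −5.26 for *Ube2c* and −4.89 for *Mki67*. The mitotic list differed by a mean log2 of −3.14 (23 of 23 transcripts lower), the DAM/MGnD list by −1.20 (9 of 11 lower) and the M0 list by 0.85 (6 of 6 higher, adjusted p = 0.0304, fry).

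Several technical explanations were excluded by their tests, with an exception for RNA from other cells. The sex mixture of the libraries was the same in both kinds of offspring, with *Xist* in 1 of 3 CTRL and in 3 of 3 MG-REP libraries of each, and *Xist* itself differed by 0.038 (adjusted p = 0.995, limma). A covariate of log2 *Xist* does not test a mixture that is balanced in this way, but the mitotic list differs between MG-REP libraries that all hold *Xist*, with a mean log2(TPM + 1) of 5.04 to 6.41 in Saline + MG-REP and of 2.25 to 2.26 in MIA + MG-REP. If the scaling of the TPM were the cause, median-ratio scaling would remove the 1496 genes, but 1271 were called with it, 1158 of them shared. After removal of the trend with GC content and transcript length, the mitotic list differed by −3.15, the DAM/MGnD list by −1.18 and the M0 list by 0.81. A lower share of microglia would raise the markers of every other cell type alike in Saline + MG-REP, but 1 of 9 lists was higher there than in MIA + MG-REP and 8 were lower, of which that of endothelial cells did not overlap between the groups (−0.92). The neutrophil and monocyte list was lower only by its mean (−0.41). Saline + MG-REP library 2 had 6.98 in log2(TPM + 1), above the 4.35 to 4.99 of MIA + MG-REP, and libraries 1 and 3 had 2.22 and 3.75. The microglial share of the purity markers was 97.2% to 98.9% in Saline + MG-REP and 97.9% to 98.9% in MIA + MG-REP. The list that was higher is that of border macrophages (0.43, overlapping), and the purity markers hold none for other myeloid cells. Against Saline + CTRL, *Clec12a* (2.95), *Pf4* (1.97) and *Ccr2* (1.57), chosen after their values were seen, were called higher in Saline + MG-REP, the first 2 also in the difference. Of the same 2 lists, *Cd209f* (−4.17), *Cd163* (−0.58) and *Plac8* (−1.72) were called lower, the first also in the difference with the opposite sign (3.30). The genes thus went both ways, and neither more of other myeloid cells nor a change of these genes within microglia is settled.

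The division of the libraries was tested as well. Of 100 splits of the prenatal treatment within chow (99 drawn at random and the real one), 5 gave as many genes with an adjusted p-value under 0.05 as the real one, which is included. In the other 4, with 1744 to 2014 genes, the 3 libraries of each MG-REP group stayed together while CTRL libraries of both prenatal treatments were mixed, and 13 of the splits other than the real one gave any gene. These 4 therefore carry the same difference between the MG-REP groups, and no drawn split that divided those libraries otherwise gave as many. They do not show that an arbitrary division gives such a count, and the share of 5 of 100 does not exclude it either. A first draw, which could repeat a split, was replaced by 1 without repeats after its result had been seen. The call of the M0 list was lost with median-ratio scaling (0.79, adjusted p = 0.333, with a range over its alternatives from 0.00559 to 0.333) and in 8 of the 12 fits that left out 1 library. Litter and sequencing batch could not be tested, since the labels give neither. The dams were treated, and brains of 1 litter share a dam, so 3 libraries need not be 3 independent units. The paper reports no batch effect and no evidence that litter altered its conclusions. A biological difference by prenatal treatment is also among the explanations left, as a hypothesis that these libraries raised and cannot settle.

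*Xist* and the Y chromosome genes lie outside the genes that the paper discusses. Against Saline + CTRL, Saline + MG-REP had a log2 fold change of 4.81 for *Xist* (adjusted p = 0.00826, limma) and of −4.55 for *Ddx3y* (adjusted p = 0.0322). Of the 18 libraries of 1 brain, 18 held either *Xist* or the Y genes and not both, 14 the former and 4 the latter. This is consistent with libraries that each come from an animal of 1 sex, which the labels do not give. All 6 MG-REP libraries and 2 of the 6 P60 CTRL libraries held *Xist*, so that a comparison of MG-REP with CTRL also compares different sex mixtures. Without Saline + CTRL library 3, *Xist* changed by 3.71 and *Ddx3y* by −3.33, and 5 of the 6 fits that left out 1 library gave *Ddx3y* an adjusted p-value above 0.05.

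The sex mixture was tested as a cause of the calls themselves. In Saline offspring 3063 genes were called with log2 *Xist* as a covariate, 2698 of them among the 3805 called without it, and of the 3805 there were 101 on chromosome X and 4 on chromosome Y. Sex is thus excluded as the whole cause there. In MIA offspring 30 genes were called with the covariate, 27 of them among the 79, which excludes it as the whole cause for these. For the 52 genes called only without the covariate, sex and MG-REP cannot be told apart, because every MG-REP library holds *Xist* and only 1 of 3 libraries of each CTRL group does. *Hcar2* is 1 of them.

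The overlap of both MG-REP comparisons is not reported by the paper. Of the 79 genes called in MIA offspring, 71 were also called in Saline offspring, all in the same direction, against 21.1 expected by chance. The comparisons share no library. The change was smaller in MIA offspring for 61 of the 71, with a median ratio of 0.615. In each comparison, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes with an adjusted p-value under 0.05, and no split of 3 against 3 can go below that share. Scaling was tested as well. With median-ratio scaling 71 genes were called in MIA offspring, 67 of them among the 79, and 3608 in Saline offspring, 3182 of them among the 3805. Sex, by the counts with the *Xist* covariate given above, stays open for part of the genes. An effect of repopulation common to both kinds of offspring is a candidate explanation. The overlap was not tested with the covariate, since the 27 genes called with it were counted in the MIA comparison alone.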

How the results depend on the processing

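The contrasts, tests, gene lists and alternatives were set before the data were examined, except for the covariate of other-cell lists, which was chosen after seeing the data, the tests of sex-linked genes, of the genes called without the *Xist* covariate and of the mitotic list among MG-REP libraries that hold *Xist*, the use of the *Xist* difference in place of the covariate for the difference between the MG-REP effects, the second draw of splits for that difference, and the comparison of other splits with other-cell markers. The counts of 0 genes with an adjusted p-value under 0.05 between MIA and Saline at E17, P7, P20 and P60 and averaged over the ages stayed at 0 under the 8 alternatives other than leaving out libraries (unadjusted 585, 335, 457, 256 and 477). In MG-REP against CTRL in Saline offspring the M0 list ran from −1.18 to −0.67, the DAM/MGnD list from 1.47 to 1.85 and the mitotic list from 3.02 to 3.62, each past its threshold under all 8 (largest adjusted p 0.0473, 4.70e-05 and 0.0161). The differences between MIA and Saline offspring held for the DAM/MGnD list (−1.57 to −1.20) and the mitotic list (−3.61 to −3.13), and the count of genes ran from 1151 to 1534. Without the trend 12 of 12 main results kept their call. With a pseudocount of 0.1, 5 components or the 1000 most variable genes, the distances ran from 6.61 to 34.3 at E17, 2.42 to 10.4 at P7, 1.97 to 15.3 at P20 and 6.01 to 18.3 at P60, with exact permutation p-values of at least 0.3. The same 4 overlaps of lists and modules passed under both alternatives. The share of microglial markers was 98.8% without the most abundant marker of each cell type.

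A pseudocount of 0.1 reversed the mitotic list in MIA + MG-REP against MIA + CTRL (0.015) and moved the share of transcripts in their matching cluster from 74.7% to 62.1%. Z-scores over group means moved that share to 71.2%. The filter on a mean TPM of at least 1 took the DAM/MGnD list in MIA + MG-REP past the threshold (0.32, adjusted p = 0.0377). Median-ratio scaling reversed the mitotic list (0.042) and *Cstb* (0.042) in MIA + MG-REP and *Ntn1* at P7 (−0.0019). It took the difference of the M0 list out of the threshold (0.79, adjusted p = 0.333) and likewise *Tmem119* in Saline + MG-REP (−0.76, adjusted p = 0.0578). Quantile normalization reversed the mitotic list (0.077), *Cx3cr1* (0.0045) and *Cstb* (0.011) in MIA + MG-REP and *Ntn1* at P7 (−0.010). All of the reversed values lie near 0. The cause was not tested.

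With the replicate number as a block, the unadjusted count rose to 963 at E17 (720 higher) and to 515 at P7 (326 higher), and the DAM/MGnD list in MIA + MG-REP passed the threshold (0.28, adjusted p = 0.00414). Libraries of the same number resembled each other in every pair only at P20, where their residuals correlated by 0.104 to 0.238. At E17 the mean was higher, 0.353 against −0.177 between other numbers, but the lowest pair had 0.000317. The labels name no pairing, so that the numbers leave it open. The other 25 of 28 main results kept their call with the block.

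Only with the groups compared in the fit, which leaves fewer libraries to estimate the variance, the unadjusted counts were 266 at E17 and 115 at P7. At P20 the unadjusted count rose to 658. MG-REP in Saline offspring had 1911 genes (913 higher, 998 lower). The DAM/MGnD list in MIA + MG-REP passed the threshold (0.28, adjusted p = 0.0192), and the difference of the M0 list did not (0.85, adjusted p = 0.0531). The adjusted p-values of the DAM/MGnD list ran from 0.000412 to 0.186 over its alternatives and those of the M0 difference from 0.00559 to 0.333. *Xist* (4.81, adjusted p = 0.113, range 0.00502 to 0.113) and *Ddx3y* (−4.55, adjusted p = 0.137, range 0.0182 to 0.137) in Saline + MG-REP were no longer past 0.05.

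With log2 *Xist* as a covariate, MG-REP in MIA offspring had 30 genes (21 higher, 9 lower). *Tmem119* in Saline + MG-REP had an adjusted p-value of 0.0579 (−0.76, range 0.000979 to 0.0579), *Hcar2* in MIA + MG-REP of 0.171 (2.42, range 0.00137 to 0.171), and *Cx3cr1* in MIA + MG-REP reversed to 0.079. The cause was not tested. *Xist* and the Y genes were not fitted with this covariate, since it fixes their outcome.

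Camera with its preset correlation called 6 comparisons that fry did not. They were the DAM/MGnD list in MIA + MG-REP (0.28, adjusted p = 0.000412), the Fig. 3c list at E17 (0.48, 0.000121 against up to 0.663 over its alternatives) and at P60 (0.18, 0.0185 against up to 0.881), the synaptic list at P60 (0.28, 0.00509 against up to 0.871), and the MHC class II and complement list at P60 (−0.11, 0.0121 against up to 0.710) and in MIA + MG-REP (0.43, 1.17e-10 against up to 0.163). By its construction camera takes a small fixed correlation between genes, where fry keeps the correlation in the data. Among all 17 lists, camera called 9 at E17, 3 at P7, 7 at P20, 9 at P60, 7 averaged over the ages and 5 in MIA + MG-REP, where fry called 0. Both called the DAM/MGnD and mitotic lists in Saline + MG-REP. The covariate of other-cell lists reversed the Fig. 3c list (0.056) and the synaptic list (0.13) in MIA + MG-REP against MIA + CTRL, and the cause was not tested.

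Counts with 1 library left out ran as follows. The unadjusted counts were 159 (without E17 MIA library 1) to 3291 (without E17 MIA library 2) at E17, 149 (without P7 Saline library 1) to 915 (without P7 Saline library 3) at P7, 269 (without P20 Saline library 3) to 769 (without P20 Saline library 2) at P20 and 211 to 847 (without Saline + CTRL library 2) at P60. The adjusted counts were 0 to 1 at E17, P7 and P20 and 0 at P60. The single genes were *Arih2* (−0.61, adjusted p = 0.0309) without E17 Saline library 2, *Rspo2* (1.27, adjusted p = 0.00715) without E17 MIA library 2, *Ano9* (−1.15, adjusted p = 0.0167) without E17 MIA library 3, *Mir3113* (2.18, adjusted p = 0.0488) without P7 Saline library 3 and *Snora41* (1.98, adjusted p = 0.0273) without P20 Saline library 3. All but *Arih2* were named after their values were seen. MG-REP called 2460 (without Saline + MG-REP library 1) to 3729 genes in Saline offspring and 41 (without MIA + MG-REP library 1) to 71 in MIA offspring, where 5 of 6 fits fell under 79 by more than 1.5 times. Their difference ran from 963 (without Saline + MG-REP library 1) to 1631 genes.

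The list values ran over the same fits as follows. In Saline + MG-REP they were −0.89 to −0.70 for M0, 1.44 to 1.51 for DAM/MGnD and 2.70 to 3.38 for the mitotic list. In MIA + MG-REP they were −0.033 (without MIA + CTRL library 1) to 0.15 for M0, 0.24 to 0.32 for DAM/MGnD, −0.070 to 0.066 (without MIA + CTRL library 1) for the mitotic list, −0.31 to 0.00078 (without MIA + CTRL library 1) for the Fig. 3c list, −0.34 to 0.059 (without MIA + CTRL library 1) for the synaptic list and 0.33 to 0.50 (adjusted p = 0.0438 without MIA + CTRL library 3) for MHC class II and complement. Between MIA and Saline, the Fig. 3c list ran from 0.20 (without E17 MIA library 1) to 0.75 (adjusted p = 0.0187 without E17 MIA library 2) at E17 and from −0.0056 (without Saline + CTRL library 3) to 0.34 at P60. At P60 the synaptic list ran from 0.028 (without Saline + CTRL library 3) to 0.50 and MHC class II and complement from −0.19 to −0.0046 (without MIA + CTRL library 1). The differences between MIA and Saline offspring were 0.75 to 0.95 for M0 (8 of 12 fits not past 0.05), −1.23 to −1.16 for DAM/MGnD and −3.39 to −2.70 for the mitotic list. The shares of AM genes were 34.1% (without MIA + CTRL library 1) to 66.1% above and 15.1% to 31.9% (without MIA + CTRL library 1) below, and the share of microglial markers 97.2% to 97.9%.

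Among the genes, *Xist* in Saline + MG-REP ran from 3.71 (without Saline + CTRL library 3) to 7.01 (without Saline + CTRL library 1), and *Ddx3y* from −6.79 to −3.33. Signs reversed for *Cx3cr1* (−0.21 to 0.015, without MIA + CTRL library 3) and *Cstb* (−0.072 to 0.022, without MIA + CTRL library 1) in MIA + MG-REP, and at P60 for *Ncam2* (−0.018 without MIA + CTRL library 1 to 0.95) and *Camk2b* (−0.091 without Saline + CTRL library 3 to 0.39). At P7 they reversed for *Wnt5a* (−0.46 without P7 MIA library 3 to 0.25 without P7 MIA library 1), *Ptn* (−0.48 without P7 MIA library 3 to 0.31), *Ntn1* (−0.36 without P7 MIA library 3 to 0.24), *Plau* (−0.15 to 0.088 without P7 Saline library 3) and *Ncam2* (−0.81 without P7 MIA library 3 to 0.51 without P7 MIA library 2). Fewer libraries are the construction of these fits. MIA + CTRL library 1 alone in its group held *Xist*, so in fits without it CTRL libraries lacking *Xist* face MG-REP libraries that hold it. Those fits do not separate a single library from the sex mixture, and no other cause was tested. Genes under about 1 TPM rest on a few reads, which limits the changes of *Camk2b* and *Agtr2*.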

Differences from the paper's values

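Of 37 values compared with the paper's, 10 differed. A fold change counted as different when it lay more than 1 SE from the paper's, and a count or percentage when it was more than 1.5 times larger or smaller. The 37 include the number of transcripts and the sizes of the 5 modules, which the deposited values fix. They also include the share of microglial markers, which could hardly differ by that rule. For *Mtss1l* at E17 the paper's log2 fold change is 3.99 and the value here 0.41, and none of the alternatives set before the data were examined closed the gap, of which a pseudocount of 0.1 came closest with 1.89. For *Zfp444* at E17 it is 1.90 in the paper and 0.71 here, and 1.66 with a pseudocount of 0.1, which alone closed the gap. For *Arih2* at E17 the paper gives −0.57 against −0.46 here. Median-ratio scaling (−0.58) and quantile normalization (−0.51) closed it. The value stayed at −0.46 under the other 6 alternatives, of which moderation without a trend and the fit of only the groups compared gave an SE wide enough to reach the paper's value. At P7 the paper counts 106 genes higher in MIA at an unadjusted p-value under 0.05 against 191 here, and only median-ratio scaling and quantile normalization (151 each) came within 1.5 times of it. The fit of only the groups compared gave 70, the nearest in number but below 106 by more than 1.5 times.

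For *Rab6a* at P7 the paper's log2 fold change is 1.34 against 0.84 here, and for *R3hcc1* at P7 −1.20 against −0.71. With a pseudocount of 0.1 they were 1.45 and −1.13, and no other alternative closed either gap. For *Ptx3* at P20 the paper gives −7.50 against −2.36 here, and none of the alternatives closed the gap (−4.72 with a pseudocount of 0.1). *Ptx3* in P20 MIA (mean 0.0467 TPM) and *Mtss1l* in E17 Saline (mean 0.0167 TPM) lie near 0, where log2(TPM + 1) gives small changes. For *Il2rb* at P20 the paper gives 2.66 against 0.86 here, and for *A330041J22Rik* at P60 1.44 against 0.94. A pseudocount of 0.1 gave 2.34 and 1.42, and was the only alternative to close both gaps. At P60 the paper counts 58 genes higher in MIA against 125 here, and none of the alternatives closed that gap, of which the filter on a mean TPM of at least 1 came closest with 88.

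The paper describes disruptions of the transcriptome by MIA at every age, from unadjusted p-values. At an adjusted p-value under 0.05 the count here was 0 at each age and averaged over them, with 585, 335, 457, 256 and 477 genes unadjusted. The paper calls the IM module enriched in Saline at E17 and P7, and its mean z-score here was 1.06 in E17 MIA and 0.930 in E17 Saline. It calls the MIA-IM module enriched in MIA at both ages, while at P7 the mean z-score was 0.545 in MIA and 0.438 in Saline (exact permutation test, p = 0.9). Its principal components set MIA apart at E17 and P7, while the exact permutation p-values of the distances here were 0.4 and 1. The paper describes samples of both sexes in a balanced design and reports no evidence that sex altered its conclusions. *Xist* was found here in all 6 MG-REP libraries and in 2 of 6 P60 CTRL libraries of 1 brain.

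The paper reports no module that overlaps the intellectual disability list. The overlap with REP-AM had an unadjusted p-value of 0.0426 here (29 genes, 20.8 expected, adjusted p = 0.284). It reports overlaps of MIA-IM with genes of de novo mutations and of REP-AM with both lists of microglial markers. After adjustment, the first de novo list (adjusted p = 0.284) and the Type 2 markers (adjusted p = 0.200) did not pass, and their unadjusted p-values were 0.0497 and 0.0249. The overlap of AM with the first FMRP list had an unadjusted p-value of 0.376.

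For MIA + MG-REP the paper describes a homeostatic profile. The DAM/MGnD list changed there by 0.28 (adjusted p = 0.0511, fry) and was called by camera (0.000412), the replicate block, the filter and the fit of only the groups compared, and *Itgax* rose by 1.55 (adjusted p = 0.000164, limma). The paper reports ontology and pathway terms for genes that were not tested here as such. Of the lists tested in their place, camera alone called the Fig. 3c list at E17 (0.193 with fry, 0.000121 with camera) and P60 (0.675, 0.0185), the synaptic list at P60 (0.675, 0.00509), and the MHC class II and complement list at P60 (0.675, 0.0121) and in MIA + MG-REP (0.0511, 1.17e-10). The Fig. 3c list at E17 was also called without E17 MIA library 2 (0.0187), and the MHC class II and complement list in MIA + MG-REP without MIA + CTRL library 3 (0.0438).

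The paper states that *Ctnnd2*, *Ncam2* and *Ntrk2* are raised in adult MIA microglia and lowered by MG-REP. They changed in these directions here, with adjusted p-values of 1 for MIA and of at least 0.945 for MG-REP in limma, and for *Ncam2* the rise of 1 of its transcripts became −0.018 without MIA + CTRL library 1. It states that *Ncam2*, *Ntn1*, *Ptn* and *Wnt5a* are raised in immature MIA microglia and *Plau* lowered. At E17 all 5 went in these directions with an adjusted p-value of 0.754 each, and at P7 *Ncam2* (−0.11) and *Wnt5a* (−0.07) went down.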

Other observations

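The relation of the Fig. 3c, synaptic and MIA-IM values to other-cell markers uses 1 covariate that was chosen after seeing the data, and the comparison of other splits with these markers was chosen only after the result was seen. Other divisions of the libraries were counted for each comparison of MIA with Saline. At E17, 5 of the 10 splits of the 6 libraries gave as many genes at an unadjusted p-value under 0.05 (585), the real one included, at P7 10 of 10 (335), at P20 4 of 10 (457) and at P60 8 of 10 (256). At an adjusted p-value under 0.05 all 10 splits gave as many at each age, since the real count was 0. For the average over the ages, 46 of 100 splits within age gave as many at an unadjusted p-value under 0.05 (477). For the share of AM genes above both other groups, 23 of 100 splits gave as large a share. Where 3 libraries face 3, no split can go below 1 of 10. The labels name no pairing of libraries by replicate number. Among the 4 splits that part every pair of the same number, the real one alone reached its count at P20 (457, the next 372) and at E17 (585, the next 377). At P7 4 of the 4 reached it and at P60 3.

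At E17 the split of MIA library 1, MIA library 3 and Saline library 1 against the other 3 gave 4022 genes at an unadjusted and 988 at an adjusted p-value under 0.05. At P60 the split of MIA + CTRL library 1, MIA + CTRL library 2 and Saline + CTRL library 2 gave 2115 unadjusted and 0 adjusted, and another 1827 unadjusted and 20 adjusted. The libraries thus differ by something that cuts across the prenatal treatment. At E17 the 3 libraries set apart had the 3 highest means of the astrocyte, oligodendrocyte lineage and endothelial lists, 4.17 to 4.56 in log2(TPM + 1) against 3.46 to 3.90. In the P60 split with 2115 genes they were again the 3 highest, 6.12 to 6.83 against 5.40 to 6.11, and in that with 1827 genes they were not. Of 10 splits at an age, 1 has the 3 highest on 1 side. The division at E17 follows these markers, and RNA from other brain cells and other properties that vary with them stay open. The labels name no batch.

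The Fig. 3c list at E17 was 0.48 higher in MIA. RNA from other brain cells was tested as a cause with the mean of the astrocyte, oligodendrocyte lineage and endothelial lists as a covariate, which left 0.23. At E17 these lists were 0.52, 0.19 (without a gene shared with the Fig. 3c list) and 0.45 higher in MIA. A single library was tested by leaving out E17 MIA library 1, which left 0.20. Both remain open as parts of the difference. After removal of the trend with GC content and transcript length 0.33 was left, which excludes nothing, since the list itself was not past its threshold. Scaling shifted the median of all genes at E17 from 0.10 to −0.02 with quantile normalization, so that a mean of 0.48 exceeds that shift. A biological effect of MIA stays possible and is not separated from these explanations by these libraries, of which a larger share of other brain cells in some preparations may be part.

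The synaptic transmission list at P60 was 0.28 higher in MIA. The same covariate left 0.072, where the astrocyte list was 0.59, the oligodendrocyte lineage list 0.18 and the endothelial list 0.01 higher. Without Saline + CTRL library 3, 0.028 was left. Removal of the trend with GC content and transcript length left 0.22, which decides nothing for the same reason. RNA from other brain cells, a single library and that trend remain candidate explanations, beside MIA itself.

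The MIA-IM module followed the same markers. Over 30 libraries, as deviations from the group means, its mean z-score correlated with the mean of the 3 lists with Pearson's r of 0.887 and Spearman's rho of 0.940 (permutation p = 1e-05, the smallest that 100000 resamples can give, and 2e-05 adjusted over 4 measures). Without Saline + MG-REP library 1 and Saline + CTRL library 3, which lie farthest from the median of the markers, r was 0.889. For the Fig. 3c list r was 0.934 and rho 0.967 (0.924 without these libraries), and for MHC class II and complement r was −0.453 (permutation p = 0.0918) and rho −0.499 (permutation p = 0.0441), with r of −0.713 without them. A varying share of other brain cells may underlie part of the MIA-IM profile, and the markers do not show whether such RNA came from other cells or from microglia that took it up or expressed it. At E17 the median TPM of a library, from 11.35 to 19.34, ranked the libraries in the same order as these markers. The correlations were not repeated after rescaling of the TPM, so they do not separate such a share from a shift in the scaling.

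The lists of other cells bear on that hypothesis. All of their genes counted here have a value in this table of microglia, so microglia or their preparations hold them. Some were picked by the study on these libraries and are in Supplementary Table 4. These are 14 of 30 choroid plexus, 6 of 15 astrocyte, 4 of 15 NK and T cell and 7 of 26 immediate early genes. Of the Fig. 3c list they are 38 of 40, and of each of the other lists of this paragraph at most 2. The Fig. 3c list shares 1 transcript each with the neuron, oligodendrocyte lineage and erythroid lists and 2 with M0, and the synaptic list 2 with the neuron list. Mean log2 fold changes between MIA and Saline at E17, P7, P20 and P60 were 0.52, 0.13, −0.26 and 0.35 for neurons, 0.52, 0.15, −0.49 and 0.59 for astrocytes, 0.24, 0.15, −0.33 and 0.18 for the oligodendrocyte lineage and 0.45, 0.08, 0.26 and 0.01 for endothelial cells. Several signs rested on 1 library. Without E17 MIA library 1 the neuron list changed by −0.089 and the synaptic list by −0.12 at E17. Without P7 MIA library 3 the changes at P7 were −0.22 for neurons, −0.33 for astrocytes, −0.11 for the oligodendrocyte lineage, −0.19 for endothelial cells and 0.24 for neutrophils and monocytes. Without Saline + CTRL library 3 the oligodendrocyte lineage list changed by −0.17 at P60, and without MIA + CTRL library 1 the endothelial list by −0.23. At P20 the oligodendrocyte lineage and neuron changes leaned on P20 Saline library 1. Its oligodendrocyte lineage mean was 7.57, against 6.27 and 6.75 in the other Saline and 6.35 to 6.87 in the MIA libraries. Its neuron mean was 4.63, against 3.91 and 4.28 in the other Saline and 3.77 to 4.36 in the MIA libraries. For neutrophils and monocytes the changes at the 4 ages were −0.33, −0.26, 0.17 and −0.32. For 4 of 12 erythroid genes they were 0.41, −0.16, 0.34 and −0.08, and for immediate early genes −0.02, −0.09, 0.15 and −0.18. For the sex-linked list they were 0.08, −0.94 (0.35 without P7 MIA library 2), 0.01 and 0.00. The M0 list changed by −0.22, 0.07, 0.06 and −0.09, the DAM/MGnD list by −0.31, −0.10, −0.13 and 0.14, and the mitotic list by −0.02, 0.03, 0.09 and −0.15. The DAM/MGnD change at P20 leaned on P20 Saline library 3, with a mean of 5.47. The other P20 Saline libraries had 4.98 and 5.07, and the P20 MIA libraries 4.94 to 5.10. The synaptic list changed by 0.36, 0.06 and −0.23 before P60, and MHC class II and complement by −0.24, −0.07 and 0.14. At P7 both leaned on P7 MIA library 3. Its synaptic mean was 2.75, against 1.94 and 1.95 in the other MIA and 2.07 to 2.22 in the Saline libraries. Its MHC class II and complement mean was 5.69, against 6.11 and 6.14 in the other MIA and 5.98 to 6.13 in the Saline libraries. None of the list changes of this paragraph had an adjusted p-value under 0.05 in fry over 136 tests.

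Among the most abundant of these genes, *Tubb2b* of the neuron list had 401 ± 360 TPM (SD, n = 3) in E17 MIA and 222 ± 49.5 TPM in E17 Saline. *Sparcl1* of the astrocyte list had 1000.07 ± 527 and 588 ± 339 TPM there, and 3522 ± 1226 TPM in MIA + CTRL and 2589.9 ± 1354 TPM in Saline + CTRL. *Cpe* had 313 ± 216 and 152 ± 66.5 TPM at E17 and 4105 ± 1316 and 3026 ± 1903 TPM at P60. *Trf* of the oligodendrocyte lineage list had 657 ± 155 and 767 ± 72.7 TPM at E17, and *Cldn5* of the endothelial list 1563 ± 882 and 1038 ± 549.8 TPM.

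In Saline + MG-REP against Saline + CTRL, the endothelial list was 0.86 lower (mean log2 −0.86, 14 of 14 transcripts lower, adjusted p = 0.243, fry), the immediate early list changed by −0.51 (adjusted p = 0.206, fry) and the neutrophil and monocyte list by −0.54, which was −1.87 without Saline + MG-REP library 2 and 0.51 without Saline + MG-REP library 1. No explanation was tested for these.

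The choroid plexus list was 0.86 higher in P7 MIA (25 of 26 transcripts higher, 10 at an unadjusted and 0 at an adjusted p-value under 0.05 in limma, adjusted p = 0.528 in fry, 1.87e-12 in camera, exact permutation test p = 0.3). It was 1.38 without P7 MIA library 1 and 0.57 without P7 MIA library 3. Its changes at E17, P20 and P60 were 0.51, −0.41 and 0.18, with 0.014 at E17 without E17 MIA library 3 and −0.20 at P60 without Saline + CTRL library 3. *Ttr* had 7280 ± 4654 TPM (SD, n = 3) in P7 MIA and 2550.2 ± 1123 TPM in P7 Saline, and *Igfbp2* 121 ± 55.6 and 81.5 ± 28.0 TPM. No explanation was tested.

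At P20 the NK and T cell list, of which 9 of 15 genes have a value, was 0.75 higher in MIA (9 of 9 genes higher, 4 at an unadjusted and 0 at an adjusted p-value under 0.05 in limma, adjusted p = 0.121 in fry, 2.67e-09 in camera, exact permutation test p = 0.1), and 0.45 without P20 MIA library 1. Adjusted over the list alone, *Il2rb*, *Gzmb* and *Gzma* passed, and the last 2 were named after their values were seen. At E17, P7 and P60 the list changed by −0.01, 0.03 and −0.23. *Ccl5* had 26.0 ± 9.41 TPM (SD, n = 3) in P20 MIA and 19.4 ± 5.10 TPM in P20 Saline, and *Klrd1* 12.1 ± 2.50 and 7.06 ± 5.81 TPM.

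Border macrophage genes were lower in MIA in 9 of 9 at each of the 4 ages, by a mean log2 of −0.36, −0.20, −0.17 and −0.21. Averaged over the ages the change was −0.24 (unadjusted p-value 0.0522 and adjusted p = 0.418 in fry, 5.83e-07 in camera). At P7 the change was 0.10 without P7 MIA library 3. At E17 *Stab1* had 696 ± 163.2 TPM (SD, n = 3) in MIA and 800.0 ± 135 TPM in Saline, and *Mrc1* 399 ± 153 and 482 ± 65.2 TPM. No explanation was tested.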
